# Upregulated PD-1 signaling antagonizes glomerular health in aged kidneys and disease

**DOI:** 10.1172/JCI156250

**Published:** 2022-08-15

**Authors:** Jeffrey W. Pippin, Natalya Kaverina, Yuliang Wang, Diana G. Eng, Yuting Zeng, Uyen Tran, Carol J. Loretz, Anthony Chang, Shreeram Akilesh, Chetan Poudel, Hannah S. Perry, Christopher O’Connor, Joshua C. Vaughan, Markus Bitzer, Oliver Wessely, Stuart J. Shankland

**Keywords:** Aging, Chronic kidney disease, Expression profiling

## Abstract

With an aging population, kidney health becomes an important medical and socioeconomic factor. Kidney aging mechanisms are not well understood. We previously showed that podocytes isolated from aged mice exhibit increased expression of programmed cell death protein 1 (PD-1) surface receptor and its 2 ligands (PD-L1 and PD-L2). *PDCD1* transcript increased with age in microdissected human glomeruli, which correlated with lower estimated glomerular filtration rate and higher segmental glomerulosclerosis and vascular arterial intima-to-lumen ratio. In vitro studies in podocytes demonstrated a critical role for PD-1 signaling in cell survival and in the induction of a senescence-associated secretory phenotype. To prove PD-1 signaling was critical to podocyte aging, aged mice were injected with anti–PD-1 antibody. Treatment significantly improved the aging phenotype in both kidney and liver. In the glomerulus, it increased the life span of podocytes, but not that of parietal epithelial, mesangial, or endothelial cells. Transcriptomic and immunohistochemistry studies demonstrated that anti–PD-1 antibody treatment improved the health span of podocytes. Administering the same anti–PD-1 antibody to young mice with experimental focal segmental glomerulosclerosis (FSGS) lowered proteinuria and improved podocyte number. These results suggest a critical contribution of increased PD-1 signaling toward both kidney and liver aging and in FSGS.

## Introduction

The US population is aging, and the number of Americans aged 65 and older will more than double over the next 40 years (US Census Bureau); Eurostat forecasts that 28% of Europeans will be older than 65 years by 2060. As life expectancy increases, the impact of advanced age on kidney health and function is becoming an increasingly important medical and socioeconomic factor. Glomerular filtration rate (GFR) declines after age 40 by 0.8%–1.0% per year (1, 2), and kidneys from healthy 70- to 75-year-old individuals have 48% fewer intact nephrons compared with those from 19- to 29-year-old individuals (3), which is consistent with an estimated annual loss of 6000–6500 nephrons after age 30 (3–5).

The characteristic physiologic, histologic, and molecular changes to the aged kidney have been well described and reviewed elsewhere (5–10). At the cellular level, age-dependent glomerulosclerosis and accompanying decline in GFR are paralleled by changes in number, structure, and function to all 4 resident glomerular cell types (podocytes, mesangial cells, endothelial cells, and parietal epithelial cells) (11–13). By now, age-dependent glomerulosclerosis is regarded as a podocyte disorder (14). Studies in animal models demonstrated that podocyte loss causes glomerulosclerosis in direct proportion to the degree of depletion (15–17). Similarly, upon aging, podocyte numbers and density decrease in rats and mice (11, 18–21). In humans, Hodgin, Wiggins, and colleagues (22) showed that the podocyte reserve dropped about 0.9% annually from more than 300 per 100 cm^3^ in young kidneys to less than 100 per 100 cm^3^ by 70–80 years of age. In fact, increased age is independently associated with both absolute and relative podocyte depletion (23).

While a recent study demonstrated a critical role of GSK3b as a mechanism involved in podocyte aging in general (24), the causes of podocyte changes in aged kidneys are still not completely understood (25). To gain insights into candidate mechanisms at the transcriptomic level, we recently performed bulk RNA-Seq comparing podocytes from 2- to 3-month-old mice (corresponding to ~20-year-old humans) versus 24-month-old mice (corresponding to humans older than ~70 years) (26). We discovered a statistically significant increase in the expression of programmed cell death RNA transcript 1 (PD-1; synonyms PDCD1 and CD279), programmed cell death 1 ligand 1 (PD-L1; synonyms CD274 and B7-H1), and programmed cell death 1 ligand 2 (PD-L2; synonyms CD273 and B7-DC) in aged podocytes compared with young podocytes (26). The 288–amino acid, type I membrane protein PD-1 is typically expressed on immature immune cells and is bound by the 2 ligands of the B7 family, PD-L1 and PD-L2 (27, 28). In addition to being expressed on circulating immune cells, PD-1, PD-L1, and PD-L2 are also expressed in various cancers and many other cell types (29). Clinical studies have shown that blocking the PD-1/PD-1 ligand signaling pathway with checkpoint inhibitors improves outcomes in many forms of cancer (30, 31).

The functional consequences of increased levels of PD-1 and its ligands in aged podocytes are unknown. Based on the increased mRNA levels of PD-1 and its ligands in aged podocytes, we hypothesized that reducing PD-1/PD-1 ligand signaling in the aged kidney would improve podocyte health. To this end, we performed both in vitro and in vivo experiments to systemically determine the impact of PD-1 signaling on glomerular health during aging.

## Results

### PD-1 and PD-1 ligands increase in aged mice and human kidneys.

Our recently published mRNA-Seq data showed a 17.4-fold increase in transcript levels for PD-1, a 1.4-fold increase in PD-L1, and a 2.3-fold increase in PD-L2 in podocytes from aged mice compared with young mice (26). This was confirmed in the current study in an independent cohort of young (*n =* 16) and aged (*n =* 15) mice, in which mRNA expression was assayed by quantitative PCR performed on podocyte fractions sorted by magnetic-activated cell sorting (MACS; Miltenyi Biotec). *PD-1* increased 6.7-fold (1.6 ± 0.2 young vs. 10.1 ± 1.2 aged, *P <* 0.0001), *PD-L1* increased 2.3-fold (3.6 ± 0.3 young vs. 8.4 ± 0.8 aged, *P <* 0.0001), and *PD-L2* increased 17.3-fold (12.8 ± 2.9 young vs. 221.4 ± 35.7 aged, *P <* 0.0001) in aged podocytes. In situ hybridization confirmed the increase in *PD-1* mRNA in aged glomeruli (Figure 1, A and B).

Immunofluorescent staining substantiated these findings at the protein level, showing that PD-1 was barely detected in young mouse kidneys, but was markedly elevated in aged kidneys (Figure 1, C–N). Coimmunostaining of anti–PD-1 antibody with cell type–specific markers showed that in aged mice the increased PD-1 protein colocalized with synaptopodin- and nephrin-positive podocytes and localized to parietal epithelial cells (PECs) lining Bowman’s capsule (Figure 1, D and J). This was accompanied by increased PD-L1 staining (Figure 1, O and P). In addition, lotus tetragonolobus lectin–positive (LTL-positive) proximal tubular epithelial cells (Figure 1, Q–V) and interstitial CD45-positive lymphocytes (Figure 1, W–BB) were PD-1 positive, while α_8_ integrin–positive mesangial cells (Figure 1, CC–HH) and CD31-positive glomerular endothelial cells (Figure 1, II–NN) were PD-1 negative. The same staining pattern was observed in human kidneys, where PD-1 immunostaining was also increased in aged podocytes, PECs, and tubular epithelial cells, but not in young human kidneys (Figure 1, OO–VV).

To examine potential functional consequences of PD-1 expression in aged humans, we analyzed transcriptomic data from microdissected glomeruli from aged human kidneys for correlations between *PDCD1* (gene name for human PD-1) and clinical parameters for glomerular aging and function. *PDCD1* expression in humans increased with age (*P <* 0.023, *R* = 0.351; Figure 1WW). Importantly, the increased *PDCD1* transcript levels were accompanied by a lower estimated GFR (eGFR) (*P =* 0.011; Figure 1XX), and correlated with increased segmental glomerulosclerosis (*P =* 0.047, *R* = 0.316; Figure 1YY) as well as reduced arterial intima-to-lumen ratio (*P =* 0.013, *R* = 0.0442; Figure 1ZZ), a measure of vascular injury.

These results show that the PD-1 pathway increases in aged mouse and human glomeruli, and correlates with glomerular scarring and vascular damage and declining kidney function.

### Overexpression of PD-1 is sufficient to induce death in cultured podocytes.

To address whether increased PD-1 signaling has a biological role, we used immortalized mouse podocytes (32–34), which endogenously express one of the PD-1 ligands, PD-L1, yet had very low levels of PD-1 itself and its other ligand, PD-L2 (Figure 2, A, D, and F). Ectopic expression resulted in highly elevated PD-1 levels but did not impact the expression of either ligand (Figure 2, A, E, and G). The presence of green fluorescent protein (GFP) confirmed the transduction of the control and PD-1–overexpressing lentiviral vectors (Figure 2, B and C). Overexpression of PD-1 had dramatic effects on podocyte survival, inducing apoptosis as assessed by cleaved caspase-3 staining and dead cell quantification (Figure 2, H–L). To verify that this was indeed due to induced PD-1 signaling, we used a neutralizing anti–PD-1 antibody (referred to as aPD1ab). Treating PD-1–overexpressing podocytes with aPD1ab restored the levels of podocyte death to the levels observed for the GFP vector control podocytes (Figure 2, M–Q). Exposing PD-1–overexpressing podocytes to a caspase-3 inhibitor reduced cleaved caspase-3 levels (Figure 2, R and S), which in turn reduced cell death (Figure 2, T–V). Thus, in vitro experiments in immortalized podocytes support a critical role for PD-1 signaling through caspase-3 in podocyte apoptosis.

### Impact of PD-1 inhibition on glomerular aging in mice.

To test whether the upregulation of PD-1/PD-L1/PD-L2 is biologically relevant for aged podocytes in vivo, we inhibited PD-1 signaling using a neutralizing rat anti–mouse PD-1 antibody. Twenty-one-month-old mice were randomized and injected intraperitoneally with aPD1ab or the control IgG2a antibody (referred to as IgG2a) once weekly for a total of 8 weeks (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI156250DS1). Uninjected, 4-month-old mice were used as young age controls. Treatments had no major impact on mortality, body weight, or kidney function as measured by urinary albumin/creatinine ratios, blood urea nitrogen, serum creatinine, and blood soluble urokinase plasminogen activator receptor (Supplemental Figure 1, B–F). Organs (blood, kidney, liver, and spleen) were extracted and processed for immunofluorescence/histology. To detect the distribution of the injected aPD1ab or control IgG2a, immunofluorescence staining with an anti-rat IgG2a antibody confirmed that the aPD1ab reached the glomerular and tubular epithelium and bound in a similar pattern to PD-1 expression. Control IgG2a antibody did not bind. aPD1ab deposition also reflected PD-1 expression in the liver (Supplemental Figure 1G). To specifically assess the effect of aPD1ab on the podocyte transcriptome, kidneys were digested and separated into podocyte and non-podocyte cell fractions by MACS.

We next addressed whether the aPD1ab treatment impacted kidney aging. As expected, when compared with their young counterparts (Figure 3, A and D), staining for senescence-associated β-galactosidase (SA-β-gal) (9) was higher in both glomerular and tubular epithelial cells in aged mice (Figure 3, B and E). Treatment with aPD1ab caused a reduction in both glomerular and tubular SA-β-gal (Figure 3, C and F). The same pattern was observed in immunostainings for the senescence proteins p16 and p19 (9), where aPD1ab-injected mice exhibited reduced staining compared with age-matched control kidneys (Figure 3, G–L).

A second hallmark of glomerular aging is the decrease in the podocyte’s life span, measured by a decrease in podocyte density (22). Measuring podocyte density using a computer-assisted machine learning approach showed a decrease in aged (i.e., IgG2a control–injected) versus young mice (*P <* 0.001), which was partially restored in the age-matched mice injected with aPD1ab (*P =* 0.0315) (Figure 4A). This was accompanied by changes in glomerular collagen IV (21) (Figure 4, B–E) and the stress marker desmin (14, 18) (Figure 4, F–H). Both were increased in aged mice and reduced upon treatment with aPD1ab. Finally, to assess podocyte ultrastructure, expansion microscopy of glomeruli labeled with fluorescent labeling of abundant reactive entities (FLARE) demonstrated an age-dependent increase in the thickness of the glomerular basement membrane, which was significantly reduced upon injection of aPD1ab (Figure 4, I–L, and Supplemental Videos 1–3). To assess filtration slit density, podocyte exact morphology measurement procedure (PEMP) (35) was performed. Filtration slit density significantly decreased during aging and trended toward improvement following anti–PD-1 treatment but did not reach statistical significance (Figure 4, M–P).

We next analyzed the other resident glomerular cell types. PECs marked by the expression of PAX8 were decreased with age, but in contrast to podocytes, their numbers were not restored by aPD1ab treatment (Figure 5, A–D). However, other aspects of PEC aging, including the induction of an activated PEC phenotype as measured by increased expression of the activation markers CD44, CD74, and phosphorylated ERK (p-ERK) and an increase in collagen IV staining along Bowman’s capsule (20, 21), were all significantly increased with age and partially restored in PECs of aged mice injected with aPD1ab (Figure 5, E–P).

The same was observed for glomerular endothelial cells (GENs). GEN density, identified by nuclear staining for the ETS transcription factor ERG (36, 37), was reduced in aged IgG2a control mice (443 ± 10 young vs. 290 ± 19 aged IgG2a control ERG^+^ nuclei × 10^6^ μm^3^, *P <* 0.0001), but was unchanged with aPD1ab (290 ± 19 aged IgG2a control vs. 287 ± 10 aged aPD1ab ERG^+^ nuclei × 10^6^ μm^3^, *P =* 0.902) (Supplemental Figure 2, A–D). Yet their age-dependent increase in the fenestral diaphragm protein plasmalemmal vesicle–associated protein-1 (PV-1), normally absent in healthy GENs and, when present, representing an immature and injured phenotype (38–40), was lowered by administration of aPD1ab (Supplemental Figure 2, E–G). Mesangial cell area, stained by Itga8 (α_8_ integrin), was increased in aged IgG2a control mice compared with young mice, a trend that was also not changed by aPD1ab (Supplemental Figure 2, H–K). Finally, in the tubular compartment, staining for the epithelial cell injury marker KIM-1, and injury transcripts for *Havcr1*, *Lcn1*, and *Vcam1*, were upregulated during aging in control mice, but were lowered in aged aPD1ab mice (Supplemental Figure 2, L–O).

Together, these data demonstrate that interrupting PD-1 signaling can partially reverse the glomerular aging phenotype and improve podocyte life span with respect to cell number, function, and ultrastructure. While it did not impact the numbers or life span of the other glomerular cell types, interfering did have beneficial impacts on the age-dependent activation of PECs and GENs and injury to the tubular epithelium.

### Transcriptomic changes in aged podocytes modified by anti–PD-1 antibody.

To understand the underlying molecular mechanism of PD-1 inhibition, we wondered whether this was due to changes in the mRNA levels of *PD-1* and its ligands. In podocytes, aPD1ab did not alter the mRNA expression of *PD-1* and *PD-L1* measured by quantitative reverse transcriptase PCR, but lowered *PD-L2* (Supplemental Figure 3, A–C). In the non-podocyte fraction, aPD1ab lowered *PD-1*, but did not change levels of *PD-L1* and *PD-L2*. Transcript levels of other members of the B7 ligand family (*CD80*/*B7-1* and *CD86*/*B7-2*) did not change in aged mouse podocytes (not shown). 

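In the podocyte fraction, 9 genes stood for the downstream targets of PD-1: Cd4, Cd28, Ptpn6, Ptpn11, Pik3cd, Rasgrp1 (taken as the gene printed as Rasgfp1), Nfatc1, Nfatc2 and Nfatc3. Counts per gene were compared between aged aPD1ab-injected mice (n = 4) and the 3 aged IgG2a-injected mice behind the tables of the paper, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 9 genes, 8 were lower with aPD1ab, 6 of them at an adjusted p under 0.05 over all genes tested and 8 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. Rasgrp1 (ENSMUSG00000027347, chromosome 2, 117279993 to 117343001) was at 42.0 ± 2.95 CPM (counts scaled to library size by TMM; SD, n = 3) with IgG2a and 17.4 ± 3.13 (SD, n = 4) with aPD1ab, a log2 fold change of -1.30 (standard error 0.15, edgeR adjusted p = 0.00640). The log2 fold change was -1.39 for Cd4, -1.003 for Ptpn6, -1.20 for Pik3cd, -1.10 for Nfatc1 and -1.19 for Nfatc2. Cd28 changed by -1.22 (edgeR adjusted p = 0.0501) and Nfatc3 by -0.37 (edgeR adjusted p = 0.0718). Ptpn11 (ENSMUSG00000043733, chromosome 5, 121130533 to 121191397) was not lower, with a log2 fold change of 0.088 (edgeR adjusted p = 0.593). Another aged IgG2a library is left out of those tables, and the text of the paper gives no reason; its Supplemental Methods were not used here. It held 16.2 CPM of Rasgrp1 and 80.3 of Ptpn6. With it, 8 of the 9 genes were lower and 0 had an adjusted p under 0.05 over all genes tested and 4 when adjusted over the list alone; the lowest adjusted p over all genes was 0.109 from edgeR, for Rasgrp1. With a score of proximal tubule markers as a covariate, over all mapped libraries, the sign turned for most of the lowered genes. It turned to 0.19 for Cd28, 0.54 for Ptpn6, 0.58 for Pik3cd, 0.16 for Rasgrp1, 0.29 for Nfatc1 and 0.033 for Nfatc2. Cd4 and Nfatc3 stayed lower, by 0.24 and 0.34. With a score of macrophage markers in its place all 8 stayed lower. Both scores differ between the groups, so neither fit can separate a change in cells from a change of the treatment.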

Finally, consistent with at least partial suppression of the PD-1 pathway in vivo, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that several downstream targets of the PD-1 signaling pathway were reduced by aPD1ab, including *Cd4*, *Cd28*, *Ptpn6* (Shp1), *Ptpn11* (Shp2), *Pik3cd* (Pi3k), *Rasgfp1*, and *Nfat* (Supplemental Figure 3D).

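The podocyte fraction (cells isolated from digested kidney by magnetic sorting) of 5 young, 5 aged IgG2a-injected and 5 aged aPD1ab-injected mice is listed in the labels, and the authors deposited the number of reads counted on each gene, without normalization. Of the columns, 13 carry the numbers printed beside the podocyte points of Figure 6A, which gives 5 young, 4 aged IgG2a and 4 aged aPD1ab libraries. The 2 other columns carry no number of that figure. By the number of mice in the labels they would complete the 2 aged groups, but nothing names the group of either, and they were not used here. Counts per library lay between 21962193 and 27685122 (median 24798104) in young mice, between 20500755 and 32717100 (median 24944500) in aged IgG2a-injected mice and between 19912969 and 31493051 (median 23738553) in aged aPD1ab-injected mice. A gene with 3 counts stood at between 0.0917 and 0.151 CPM. Group means in Supplemental Data Set 2 were compared with the means of every choice of at least 3 libraries per group. For aPD1ab against IgG2a, 4 aPD1ab and 3 IgG2a libraries gave the printed means, with a median absolute log2 ratio of 9.6e-07 over 1998 genes, against 0.066 for the next choice. The aged IgG2a library left out, replicate 1 here, is plotted in Figure 6A, and the text of the paper, read without its Supplemental Methods, gives no reason for leaving it out. Each pair of groups was fitted alone with edgeR after TMM normalization, on genes kept by its filter for low counts, and a gene was counted as changed at an adjusted p under 0.05 and a change of more than 2-fold. Values are given over the libraries of the paper first and over all 13 libraries second. The supplement of the paper names DESeq for these comparisons. DESeq2 was run here over all mapped libraries only, so no fit had both the test and the libraries of the paper. The aligner, the counting and the genome build are not named in the text of the paper; positions are those of GENCODE M21 on GRCm38.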

Based on these data and to obtain a better understanding of the mechanism(s) responsible for the reversal of glomerular aging by aPD1ab treatment, we performed mRNA-Seq analyses from podocyte and non-podocyte cell fractions from each individual mouse from each of the groups (young, aged IgG2a-injected control, and aged aPD1ab-injected). Principal component analysis showed excellent clustering of both podocytes and non-podocyte cell fractions in the individual treatment groups (Figure 6, A and B). 

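Among the 13 podocyte libraries, principal component 1 of log2 CPM held 40.7% of the variance and component 2 held 18.9%, over 16411 genes. The mean silhouette width of the 3 groups on both components was 0.706 in the libraries of the paper and 0.537 in all mapped libraries (permutation test of the group labels with 100000 resamples, one-sided, p = 3.0e-05). That library scored -16.4 on component 1, where the other 3 aged IgG2a libraries lay between 71.8 and 84.5, the aged aPD1ab libraries between -65.0 and 11.0 and the young libraries between -41.6 and -24.8. With only the genes of highest variance, component 1 held 53.1% of the variance.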

A total of 1137 genes were downregulated and 949 were upregulated in aged aPD1ab-injected compared with aged IgG2a-injected podocytes (FDR < 0.05 and >2-fold change; Figure 7, A and B). 

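Between aged aPD1ab-injected (n = 4) and aged IgG2a-injected mice (n = 3, the libraries of the paper), 917 genes were lower and 1334 higher with aPD1ab among 15770 genes tested, with a lowest adjusted p of 0.00640 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all mapped libraries (n = 4 and n = 4), 0 genes were lower and 0 higher among 15530 genes. There, 4341 genes had an unadjusted p under 0.05 in edgeR, and the lowest adjusted p was 0.102. With aged IgG2a replicate 1 kept, edgeR gave 0 when fitted to the 2 groups, but 313 genes lower and 804 genes higher in 1 fit of all 3 groups, so the count depended on that library and on the form of the fit. The alternative that moved the count over all mapped libraries most was limma's voom with sample quality weights, which gives a deviating library less weight, with 1061 genes lower and 1268 genes higher. DESeq2 gave 357 lower and 748 genes higher over the same libraries. In simulated counts for 4 against 4 libraries, edgeR recovered 96% of 200 changed genes, counted without the fold threshold. The spread between mice was taken from the young libraries alone. With no library as far from its group as aged IgG2a replicate 1, this value does not measure power in the real comparison.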

We next analyzed the significantly altered transcripts for their contribution to the aging process. 

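Aged IgG2a-injected and young mice (n = 3 and n = 5) were compared in the same way, which gave 1323 genes higher and 1447 lower with age among 16216 genes tested. Young mice were not injected, so a change called with age can also come from the IgG2a injections. Of the 917 genes lower with aPD1ab, 507 were also higher with age, where 77.4 were expected for independent lists among the 15584 genes tested in both. The comparisons share the aged IgG2a libraries, so chance errors in those libraries enter both with opposite sign. In 20 simulations of unchanged groups that shared them, at most 1 gene was shared in opposite directions. Each gene was drawn on its own there, without a group difference, so few calls could arise. A shift of many genes together in the shared libraries was not simulated and is not excluded as a source of the overlap. With all mapped libraries, 621 genes were higher and 732 lower with age in the edgeR fit of each pair of groups. No gene was shared, because this fit called none changed by aPD1ab.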

Of the downregulated transcripts, about half of genes (i.e., 553) were also upregulated in aged versus young podocytes (*P =* 0). Similarly, of the upregulated transcripts, about a third (i.e., 300) were downregulated in aged versus young podocytes (*P =* 1 × 10^–32^). 

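In the other direction, 875 of the 1318 genes that were higher with aPD1ab and tested in both comparisons were lower with age in the libraries of the paper, against 113 expected for independent lists. In all mapped libraries 0 genes were shared in this direction, with 0 genes higher with aPD1ab in the edgeR fit of each pair of groups.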

Six hundred forty-nine genes were upregulated in aged aPD1ab-injected podocytes compared with aged IgG2-injected podocytes. Together, these data suggest that more than 40% of the genes regulated by PD-1 are part of the natural podocyte aging process.

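Of the genes higher with aPD1ab in the libraries of the paper, 459 were not past both thresholds in the opposite direction with age. For genes lower with aPD1ab this number was 410.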

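Together, 61.4% of the genes changed by aPD1ab were changed by age in the opposite direction in the libraries of the paper. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson correlation of -0.77 and a Spearman correlation of -0.75. Simulated unchanged groups sharing the aged IgG2a libraries gave a mean Pearson correlation of -0.61. With the 3 aged IgG2a libraries divided so that none served both comparisons, the mean over 6 divisions was -0.57. Across all mapped libraries the correlation was -0.64 (Spearman -0.60), the simulated value -0.53, and the value with divided libraries -0.42. The share of changed genes is undefined there in the edgeR fit of each pair of groups. That share was 46.8% with DESeq2, 56.3% with limma's voom with sample quality weights and 35.6% with the edgeR fit of all 3 groups. From the overlap of the gene lists, the paper proposes that many of the genes regulated by PD-1 belong to the natural aging of podocytes.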

### Podocyte genes, function, and transcription factors are restored upon anti–PD-1 antibody treatment.

The health span of a podocyte can be assessed by changes to its molecular, cellular, and transcriptional landscape required for its normal physiology, structure, and function. To better understand how PD-1 signaling contributes to podocyte aging and how PD-1 might impact podocyte health span, we initially focused on canonical genes essential for the highly specialized structure and function of podocytes. We have previously reported that several of these genes were decreased with aging (26). This was confirmed with the current study cohort. 

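Of 16 canonical podocyte genes shown in Figure 8A, 15 were lower in aged IgG2a-injected mice (n = 3) than in young mice (n = 5), 14 of them with an edgeR adjusted p under 0.05 over all genes tested and 14 when adjusted over the list alone. The paper presents these genes as canonical for podocytes and had reported several as lower with age before. Whether these samples also shaped the list is not stated, so the latter count is not taken as independent evidence. Nphs1 (ENSMUSG00000006649, chromosome 7, 30458315 to 30487223) was at 64.6 ± 16.0 CPM (SD, n = 5) in young and 5.28 ± 1.60 (SD, n = 3) in aged IgG2a-injected mice, a log2 fold change of -3.55 (standard error 0.28, edgeR adjusted p = 1.8e-05). The fold change (log2) was -3.06 for Wt1, -2.10 for Col4a3, -1.95 for Synpo and -1.62 for Podxl. Tcf21 changed by -0.66 (edgeR adjusted p = 0.137). Using all mapped libraries, 16 were lower and 10 had an adjusted p under 0.05 over all genes tested; Nphs1 then changed by -2.80 (edgeR adjusted p = 0.00833).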

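With aPD1ab, 15 of the 16 canonical podocyte genes were higher than in the 3 aged IgG2a libraries of the paper, 8 at an edgeR adjusted p under 0.05 over all genes tested and 11 when adjusted over the list alone. Here the log2 fold change was 2.33 for Nphs1 (standard error 0.57, edgeR adjusted p = 0.0202) and 1.91 for Wt1 (edgeR adjusted p = 0.0260). Actn4, Col4a3, Col4a4 and Col4a5 rose by 0.63, 0.95, 0.63 and 0.44, each with an adjusted p under 0.05. Cdkn1c (taken as the gene printed as Cdkn1), Fat1 and Synpo rose by 1.21, 0.70 and 1.04 without passing that threshold (edgeR adjusted p = 0.0658, 0.0614 and 0.0802). Lamb2 (ENSMUSG00000052911, chromosome 9, 108479736 to 108490530) changed by 0.0082 (edgeR adjusted p = 0.974) and Podxl (ENSMUSG00000025608, chromosome 6, 31519488 to 31563981) by 0.33 (edgeR adjusted p = 0.486). In aged IgG2a replicate 1, the library left out, Nphs1 stood at 19.4 CPM and Col4a3 at 123.03. Over all mapped libraries 14 of the genes were higher and 0 had an adjusted p under 0.05 over all genes tested with edgeR for each pair of groups. Over the same libraries limma's voom with sample quality weights gave an adjusted p under 0.05 for Actn4, Col4a3, Col4a4, Col4a5, Nphs1, Wt1, Cdkn1c, Fat1 and Synpo, and DESeq2 and the edgeR fit of all 3 groups gave it for Wt1 alone of these. With proximal tubule markers as a covariate over all mapped libraries, Nphs1 changed by 0.93, Wt1 by 1.16 and Col4a3 by -0.64, the last with the sign turned. The sign also turned to lower for Actn4, Col4a4, Col4a5 and Fat1. With macrophage markers as the covariate it turned to lower for Col4a3, Col4a4 and Col4a5 alone of these.

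**Figure D1:**
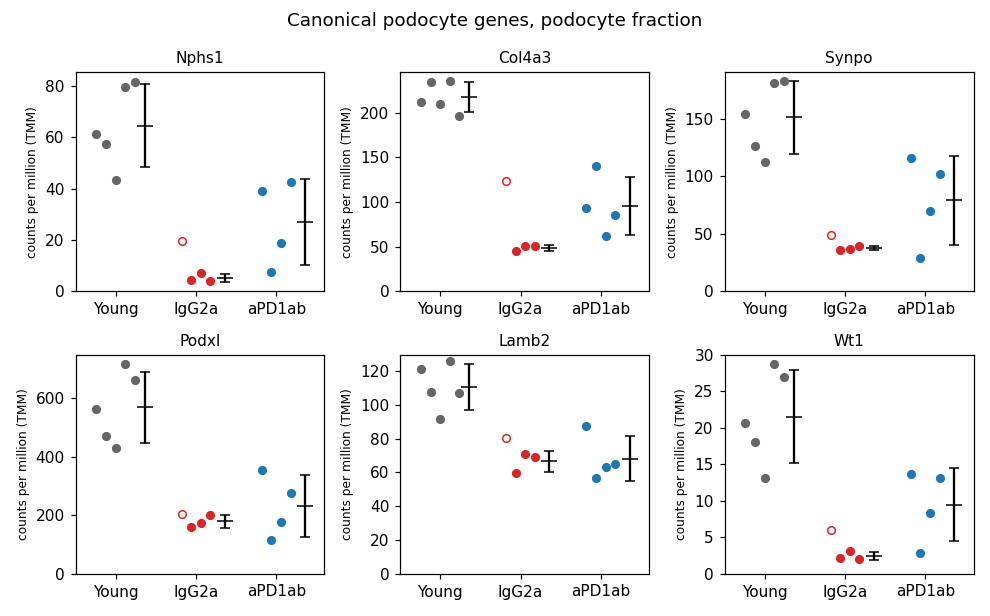
CPM (TMM) of 6 canonical podocyte genes in each library of young, aged IgG2a-injected and aged aPD1ab-injected mice. Each point is 1 mouse, the open point is aged IgG2a replicate 1, and bars give the mean and SD of the filled points. Nphs1 lies at 27.1 ± 16.7 (SD, n = 4) with aPD1ab.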

More importantly, the expression of many canonical podocyte genes (e.g., *Actn4*, *Cdkn1*, *Col4a*, *Fat1*, *Lamb2*, *Nphs1*, *Nphs2*, *Podxl*, and *Synpo*) was reduced in aged IgG2a-injected mice, but significantly upregulated upon injection with aPD1ab (Figure 8A). This was confirmed by immunostaining for the podocyte structural proteins nephrin (*Nphs1*) and synaptopodin (*Synpo*) (Figure 8, B–I).

We also analyzed VEGFA as a surrogate for podocyte synthetic function, which is critical for maintenance of podocyte/endothelial cell interaction (41). 

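Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) was at 232 ± 13.2 CPM (SD, n = 5) in young mice, 93.0 ± 10.2 (SD, n = 3) in the aged IgG2a-injected mice of the paper and 215 ± 35.4 (SD, n = 4) in aged aPD1ab-injected mice. The log2 fold change was -1.26 with age (standard error 0.10, edgeR adjusted p = 1.0e-05) and 1.18 with aPD1ab (standard error 0.18, edgeR adjusted p = 0.00735). Aged IgG2a replicate 1 held 233 CPM, and with it the log2 fold changes were -0.80 with age (edgeR adjusted p = 0.0689) and 0.74 with aPD1ab (edgeR adjusted p = 0.179). Figure 8A is drawn in TPM. In TPM computed with the gene lengths of GENCODE M21, a unit chosen after the values were seen, Vegfa stood at 137 ± 19.4 (SD, n = 5), 31.5 ± 8.56 (SD, n = 3) and 112 ± 35.6 (SD, n = 4), which is 4.36-fold lower with age and 3.55-fold higher with aPD1ab. In that unit the median gene shifted by -0.88 (log2) with age and by 0.62 with aPD1ab. With proximal tubule markers as a covariate the changes were 0.25 with age and -0.13 with aPD1ab in all mapped libraries. With macrophage markers as the covariate neither sign turned.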

*Vegfa* mRNA levels were 4.2-fold lower in aged podocytes than in young podocytes, but were 3.4-fold higher in podocytes from aged aPD1ab-injected mice (Figure 8A). The decreased *Vegfa* mRNA expression was validated at the protein level by immunostaining (Figure 8, J–M). The same was observed for another pathway critical for podocyte function, tight junction formation. Again, KEGG pathway analysis revealed that many of the genes involved in tight junction formation were restored in the podocytes of aged mice injected with aPD1ab compared with IgG2a-injected controls (Supplemental Figure 4).

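The KEGG set was not used here, so 49 tight junction genes written by hand stood in for it. Their mean log2 fold change with aPD1ab was 0.41 over the libraries of the paper (limma camera with a preset correlation, adjusted p = 0.00144), 38 of the genes were higher, and 18 of these passed an edgeR adjusted p under 0.05 over all genes tested and 19 when adjusted over the list alone. With all mapped libraries the mean was 0.25 (limma camera adjusted p = 0.0847). With age the mean was -0.53 in the libraries of the paper and -0.34 in all mapped libraries.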

Finally, we investigated the transcription factor drivers of these expression changes in podocytes. Compared with control aged IgG2a-injected mice, several podocyte transcription factors were expressed at significantly higher levels in aged mice injected with aPD1ab. These included *Lmx1b* (4.3-fold), *Osr2* (7-fold), and *Foxc2* (2-fold). 

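Lmx1b (ENSMUSG00000038765, chromosome 2, 33560965 to 33640511) was at 0.565 ± 0.455 CPM (SD, n = 3) with IgG2a and 2.67 ± 1.37 (SD, n = 4) with aPD1ab, a log2 fold change of 2.22 (standard error 0.70, edgeR adjusted p = 0.0451). For Osr2 (ENSMUSG00000022330, chromosome 15, 35296098 to 35303305) the log2 fold change was 2.88 (edgeR adjusted p = 0.0177), with 11.6 ± 9.77 CPM (SD, n = 4) under aPD1ab. Foxc2 (ENSMUSG00000046714, chromosome 8, 121116171 to 121118895) rose by 0.87 without passing the threshold (edgeR adjusted p = 0.245). In all mapped libraries the log2 fold changes were 1.58, 2.37 and 0.66, and the edgeR adjusted p was 0.168, 0.109 and 0.391.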

The restoration of the podocyte gene regulatory network was further underscored by a VIPER (virtual inference of protein activity by enriched regulon) analysis, which identifies transcription factor activities based on the expression of their downstream targets (26, 42). As shown in Figure 8N, of the top 10 active transcription factors identified by VIPER (sorted by permutation *P* value), the transcriptional activity of 4 (*Hnf1b*, *Nr2f6*, *Mbd3*, and *Tada2b*) was increased while 6 were decreased (*Zfp39*, *Sall1*, *Ets1*, *Tcf4*, *Sox7*, *Zeb2*) upon aPD1ab injection.

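The mRNA of 9 of the transcription factors was measured in the same libraries; their activity was not computed here. With aPD1ab, in the libraries of the paper, the log2 fold change was 1.20 for Nr2f6 (edgeR adjusted p = 0.0172), 0.60 for Mbd3 (edgeR adjusted p = 0.0102) and 0.65 for Sall1 (edgeR adjusted p = 0.0389). Zeb2 fell by 1.29 on the log2 scale (edgeR adjusted p = 0.00761). Tada2b, Zfp39, Ets1, Tcf4 and Sox7 changed by 0.18, -0.34, -0.43, -0.61 and 0.38 without passing the threshold. Across all mapped libraries none of the 9 genes passed it, and the lowest edgeR adjusted p among them was 0.109, for Mbd3.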

Taken together, these data show that the expression levels of canonical podocyte genes and the function and transcriptional regulation required for their health span are partially restored with aPD1ab.

### PD-1 inhibition reduces apoptosis, pyroptosis, and endoplasmic reticulum stress and increases autophagy.

The ectopic expression of PD-1 in podocytes in vitro induced high levels of apoptosis that were in part reduced by inhibition of caspase-3 (Figure 2). Moreover, reduced podocyte number in aging (and disease) is due to increased cell death in the face of an inability to self-renew (43). Indeed, activated caspase-3 staining in podocytes was increased in aged IgG2a-injected control mice (2.6 ± 1.2, *P <* 0.0001 vs. control) and reduced upon aPD1ab injection (0.7 ± 0.9, *P =* 0.0001) (Figure 9, A–D). This was confirmed by mRNA-Seq data, where transcripts for apoptosis genes were elevated (e.g., *Tp53*, 2-fold; *Tnf*, 1.35-fold; *Bim1*, 1.9-fold; *Card10*, 2.5-fold; and *Card14*, 1.8-fold) in aged control mice and reduced in the aPD1ab-injected group. 

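In the libraries of the paper, Bcl2l11 (ENSMUSG00000027381, chromosome 2, 128126038 to 128162547), which encodes Bim and is taken as the gene printed as Bim1, was higher in aged IgG2a-injected than in young mice by a log2 fold change of 0.96 (edgeR adjusted p = 2.0e-04) and Tnf by 1.23 (edgeR adjusted p = 0.0672). Card10 (ENSMUSG00000033170, chromosome 15, 78775138 to 78803042) changed with age by -1.35 (edgeR adjusted p = 1.3e-05), and Card14 (ENSMUSG00000013483, chromosome 11, 119307768 to 119345375) by -0.87 (edgeR adjusted p = 0.0533). With aPD1ab the log2 fold change was -0.68 for Bcl2l11, -0.90 for Tnf, 1.32 for Card10 and 1.70 for Card14; all but Tnf (edgeR adjusted p = 0.164) had an adjusted p under 0.05. Using all mapped libraries the age changes were 0.84, 1.04, -1.05 and -0.85 in the order Bcl2l11, Tnf, Card10 and Card14, and none of the 4 changes with aPD1ab passed the threshold. A list of 24 pro-apoptotic genes changed by a mean of -0.17 with aPD1ab (limma camera adjusted p = 0.316).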

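A list of 16 pyroptosis genes, among them Nlrp3, Casp1, Gsdmd and Il1b, had a mean log2 fold change of -0.76 with aPD1ab in the libraries of the paper (limma camera adjusted p = 7.6e-04) and of -0.51 over all mapped libraries (limma camera adjusted p = 0.00939). With age the mean was 0.93 and 0.69. For aPD1ab, limma's rotation test fry gave an adjusted p of 0.0160 and 0.316 in the same order. Camera with the correlation between genes estimated from the libraries gave an adjusted p of 0.328 and 0.656. With proximal tubule or macrophage markers as a covariate the mean with aPD1ab turned positive over all mapped libraries.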

Interestingly, we also observed changes in pyroptosis, another form of podocyte death (44).

Besides cell death, we looked at other forms of cellular stress,such as endoplasmic reticulum stress (ERS) and autophagy (45, 46). The staining intensity of the ERS-associated protein GRP94/Hsp90b1 increased in control IgG2a aged podocytes and was reduced in aged mice injected with aPD1ab (Figure 9, E–H). Conversely, the autophagy protein ATG8/MAP1LC3 (microtubule-associated protein 1 light chain 3 [LC3]), a marker of autophagic activity, showed lower staining in glomeruli of control IgG2a aged mice (*P <* 0.0001 vs. young) and was completely restored in aPD1ab-injected aged mice (*P =* 0.001 vs. aged control) (Figure 9, I–M). Together, these data suggest that anti–PD-1 treatment of aged podocytes results in improved survival, reduced ER stress, and augmented autophagy.

### Age-regulated podocyte signaling can be restored by anti–PD-1 treatment.

We have recently reported that the podocyte aging phenotype is caused by changes in autocrine and paracrine signaling molecules (26). Thus, we wondered whether anti–PD-1 injection altered this signaling network. Aged podocytes exhibit a striking inflammatory transcriptomic signature (26). 

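Short lists written by hand stood in for the KEGG sets. In the libraries of the paper, the mean log2 fold change with aPD1ab was -1.05 for the Toll-like receptors list (limma camera adjusted p = 3.8e-08), -0.95 for the interferon-stimulated genes list (limma camera adjusted p = 1.4e-08), -0.47 for the complement list (limma camera adjusted p = 0.00350) and -0.502 for the IL-6/JAK/STAT3 signaling list (limma camera adjusted p = 9.6e-06). Over all mapped libraries the means were -0.74, -0.61, -0.25 and -0.33, and the complement list no longer passed the threshold (limma camera adjusted p = 0.0632). Camera was run with a preset correlation between genes of 0.01. Among all pathway and cell type lists, as many passed the threshold in 13 of 35 divisions of the paper's 7 aged libraries into groups of these sizes, the real one included. With that correlation estimated from the libraries, none of the lists passed an adjusted p under 0.05 in either set of libraries. Under limma's rotation test fry, the Toll-like receptor, complement and IL-6/JAK/STAT3 lists passed it in the libraries of the paper (adjusted p = 0.00590, 0.00590 and 0.0195), the interferon list did not (adjusted p = 0.0508), and none did over all mapped libraries. With proximal tubule markers as a covariate the Toll-like receptor list changed by 0.21 over all mapped libraries. With macrophage markers as the covariate it stayed lower, while the complement and IL-6/JAK/STAT3 lists turned higher. Allograft rejection and IL-2/STAT were not tested.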

KEGG pathway analysis (using an FDR cutoff of 0.05) showed that compared with age-matched IgG2a-injected controls, aged mice injected with aPD1ab exhibited a marked decrease in multiple inflammatory pathways (e.g., Toll-like receptor [TLR], IFN-α and -γ, inflammatory genes, complement, allograft rejection, IL-6/JAK/STAT, IL-2/STAT, and KRAS) (Supplemental Figure 5A). This was confirmed at the protein level by immunostaining for TLR4 (Supplemental Figure 5, B–D). Similarly, 9 of the previously reported 52 ligand-receptor pairs regulated in aged podocytes (26) were impacted by aPD1ab injection (Supplemental Figure 6).

### Anti–PD-1 antibody improves the podocyte’s metabolic state and reduces intracellular inflammation.

Next, we performed a gene set enrichment analysis of the mRNA-Seq data to obtain a deeper understanding of the molecular pathways altered upon aPD1ab treatment. The podocytes from mice injected with aPD1ab displayed decreases in T cell activation, positive regulation of protein kinase activity, mitotic nuclear division, DNA repair, and calcium ion transport and marked increases in many metabolic pathways, such as oxidative phosphorylation, amino acid metabolism, organic acid transport, mitochondrial translation, and glucose metabolism (Supplemental Figure 7, A and B). 

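Lists written by hand were tested for these terms in the libraries of the paper. The mean log2 fold change with aPD1ab was -1.004 for T cell activation, -1.17 for mitotic nuclear division, -0.34 for DNA repair and -0.24 for calcium ion transport, with limma camera adjusted p of 9.6e-06, 2.2e-12, 0.00276 and 0.0298. It was 0.98 for nuclear-encoded oxidative phosphorylation, 1.62 for amino acid metabolism and 0.65 for mitochondrial translation (limma camera adjusted p = 1.8e-34, 1.4e-17 and 4.3e-18). The 13 mitochondrially encoded mRNAs, which also code for parts of the oxidative phosphorylation complexes, went the other way, with a mean of -1.62 (limma camera adjusted p = 3.8e-05). With all mapped libraries the means of the same 8 lists were -0.59, -0.71, -0.22, -0.21, 0.80, 1.27, 0.51 and -1.32, all with a camera adjusted p under 0.05 and none under fry or with an estimated correlation. Fry gave an adjusted p under 0.05 for all 8 in the libraries of the paper. Positive regulation of protein kinase activity and organic acid transport were not tested.

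**Figure D2:**
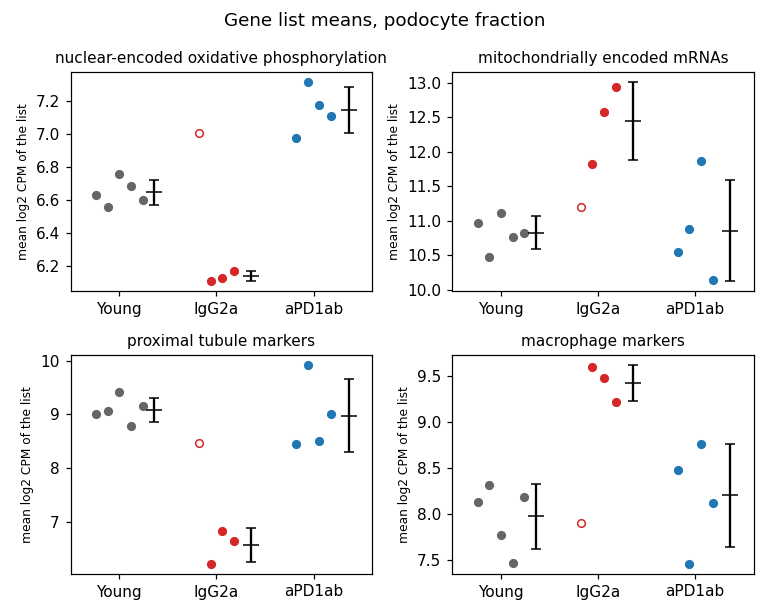
Mean log2 CPM of 4 gene lists in each library of young, aged IgG2a-injected and aged aPD1ab-injected mice. Each point is 1 mouse, the open point is aged IgG2a replicate 1, and bars give the mean and SD of the filled points. The nuclear-encoded oxidative phosphorylation list stands at 7.01 in the open point and between 6.11 and 6.17 in the other aged IgG2a libraries.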

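The mean change (log2) with aPD1ab in the libraries of the paper was 0.93 for fatty acid metabolism (limma camera adjusted p = 8.3e-12) and 1.01 for peroxisome genes (limma camera adjusted p = 2.6e-10). A list of 76 targets of E2F fell by a mean of 0.65 on the log2 scale (limma camera adjusted p = 3.0e-10). In all mapped libraries the means were 0.71, 0.80 and -0.36.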

The latter was confirmed by Hallmark pathway analysis, which, in addition to many metabolic pathways (e.g., oxidative phosphorylation, fatty acid metabolism, glycolysis, peroxisome), also identified regulation by the E2F transcription factors as Gene Ontology terms upregulated in aged mice injected with aPD1ab compared with IgG2a (Supplemental Data Sets 1–4). 

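In the libraries of the paper, of 78 nuclear-encoded oxidative phosphorylation genes, 77 were higher with aPD1ab, 75 at an edgeR adjusted p under 0.05 over all genes tested and 76 when adjusted over the list alone. Among 43 glycolysis and gluconeogenesis genes 38 were higher, 30 past that threshold, with a list mean of 0.90 (limma camera adjusted p = 2.3e-09). For the TCA cycle 27 of 28 were higher, 26 past it, with a mean of 0.96 (limma camera adjusted p = 6.3e-13). Across all mapped libraries 78, 34 and 27 genes of these lists were higher, 0, 0 and 0 past the threshold over all genes tested and 69, 11 and 0 when adjusted over the list alone. With proximal tubule markers as a covariate the means there were 0.15 for oxidative phosphorylation, -0.043 for glycolysis/gluconeogenesis and -0.086 for TCA cycle genes, so the sign turned for the last 2. With macrophage markers as the covariate none of these means turned.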

Most impressively, overlaying those data onto individual pathways showed that aPD1ab injections caused upregulation of many key components of oxidative phosphorylation, glycolysis/gluconeogenesis, and the TCA cycle (Supplemental Figure 7C and Supplemental Figures 8 and 9). Together these analyses suggest that one of the primary effects of interfering with PD-1 signaling is a restoration of the metabolic profile of podocytes.

### Immune checkpoint inhibitors do not alter podocyte histology in human kidneys.

PD-1 inhibitors are part of the wider group of immune checkpoint inhibitors (ICPIs), and their use is connected with the occurrence of acute kidney injury (AKI) and, in particular, tubulointerstitial nephritis (47, 48). While morphologic damage to the podocyte as assessed by podocyte foot process effacement and/or proteinuria is clinically not common, we wanted to evaluate this empirically. To this end, we investigated the clinicopathologic features of ICPI-AKI kidney biopsies within our health system. We queried the electronic health record to identify the 10 most recent consecutive cases of patients with kidney biopsy and ICPI treatment. As shown in Supplemental Table 1, almost all these patients presented with elevated serum creatinine and AKI, and only 1 patient presented with proteinuria. None of these patients demonstrated substantial immune complex deposition within their glomeruli by immunofluorescence microscopy. Electron microscopy evaluation revealed that most of these patients had generally preserved podocyte foot processes, with only 1 demonstrating segmental foot process effacement. Unfortunately, while podocyte foot process effacement is widely accepted to indicate podocyte injury, there are no accepted histologic features that would indicate improved podocyte health in response to ICPI therapy on a kidney biopsy.

### Extraglomerular effects of anti–PD-1 signaling on aging.

Interference with PD-1 signaling in mice is a systemic treatment, and thus its effects on cellular aging would not be restricted to the glomerulus. Indeed, tubular epithelial cell senescence assessed by SA-β-gal staining and immunostaining for the senescent proteins p16 and p19 was lowered upon aPD1ab injections (Figure 3). In line with these observations, the mRNA-Seq analysis of the non-podocyte fraction (i.e., the dissociated kidney cells remaining after MACS isolation of podocytes) showed upregulation of the Gene Ontology terms amino acid metabolism, lipid catabolic process, oxidative phosphorylation, and mitochondrial translation in the aPD1ab-injected kidneys, as well as downregulation of processes such as epithelium morphogenesis, regulation of cell development, calcium ion transport, RAS protein signal transduction, and leukocyte differentiation (data not shown). Similarly, Hallmark pathway analysis showed decreases in epithelial-mesenchymal transition, TGF-β signaling, several inflammatory pathways (e.g., TNF-α, NF-κB, IL-2/STAT5, complement signaling, IL-6/JAK/STAT3), and hypoxia. As in the podocytes (Supplemental Figure 7C and Supplemental Figures 8 and 9), many metabolic pathways were higher in aged mice injected with aPD1ab (data not shown). Immunostaining for collagen IV and IL-17A demonstrated that these changes were present in both the interstitium and the kidney epithelial cells, respectively (Supplemental Figure 10).

Finally, by extending our analysis to the liver, we observed a similar anti-aging effect outside of the kidney. PD-1 protein was present in the liver of aged mice, but not young mice (Figure 10, A and B). Moreover, aPD1ab injection reverted the age-associated increase in liver fat deposition (Oil Red staining), senescence (SA-β-gal staining), and extracellular matrix deposition (collagen IV immunostaining) in comparison with control IgG2a-injected mice (Figure 10, C–K). Together, these data suggest that inhibition of PD-1 signaling was not restricted to the kidney and that aPD1ab injections have a more widespread benefit on aging phenotypes.

### Anti–PD-1 antibody improves outcomes in experimental focal segmental glomerulosclerosis.

Aging and glomerular disease share some common senescence features (49). Thus, we wondered whether PD-1 signaling also had a role in glomerular disease of non-aged kidneys. To this end, we induced experimental focal segmental glomerulosclerosis (FSGS) in young mice and measured PD-1 expression. Indeed, glomerular immunostaining for PD-1 was much higher in the glomeruli of experimental FSGS mice compared with control (Figure 11, A and B). The same was observed in samples of human FSGS (Figure 11, C and D). Furthermore, we searched the Nephroseq database for *PDCD1* mRNA expression in human microdissected glomeruli from patients undergoing indication kidney biopsies enrolled in the Nephrotic Syndrome Study Network (NEPTUNE). *PDCD1* expression was significantly higher in patients with nephrotic-range proteinuria versus sub-nephrotic-range proteinuria (50) (*P* = 0.004, *n =* 38 samples; Figure 11E).

We next administered the same anti–PD-1 antibody used in the aging studies to mice with experimental FSGS (Figure 11F). When glomerular function was measured at day 14, FSGS mice treated with the control antibody had proteinuria in the nephrotic range, which was significantly lowered by the anti–PD-1 treatment (Figure 11G). Blood urea nitrogen did not increase in this model (Figure 11H). In line with other experimental models of FSGS and clinical FSGS (51–53), serum soluble urokinase plasminogen activator receptor (suPAR) levels increased in mice with experimental FSGS. However, suPAR levels were unchanged in FSGS mice treated with aPD1ab (Figure 11I). Podocyte number (Figure 11J) was higher and glomerular collagen IV staining (Figure 11K) was lower in FSGS mice receiving aPD1ab, with no change in nephrin staining (Figure 11L). Together, these results suggest that anti–PD-1 treatment not only antagonizes aging but also improves outcomes in young mice with experimental FSGS.

## Discussion

Many tumors evade being detected by suppressing T cell immune responses upon activation of negative regulatory pathways called immune checkpoints. The latter include programmed cell death protein 1 (PD-1) and its ligands, PD-L1 and PD-L2. The development of checkpoint inhibitors for the PD-1 pathway restores T cell recognition and killing of cancer cells (30, 31, 54). However, much less is known about the PD-1 signaling pathway in non-tumor cells. Building on our recent report that PD-1 and its ligands are increased in aged mouse podocytes (26), we provide human data that glomerular *PDCD1* transcripts increase progressively with human aging, and that this increase is statistically correlated with lower eGFR, higher segmental glomerulosclerosis, and vascular damage. The current study asks whether the glomerular consequences of increased PD-1 can be slowed or even reversed in the aged mouse kidney. We show that blocking PD-1 with an antibody improves the aging phenotype in kidneys and liver in mice, with a particular improvement in both the life span and health span of aged podocytes. This interpretation is based on 5 major findings: (a) Aged mouse and human kidneys displayed higher levels of PD-1 immunostaining in epithelial cells (podocytes, PECs, tubular cells), but not in glomerular mesangial and endothelial cells. (b) Ectopic expression of PD-1 in cultured podocytes triggered an apoptotic response that was partially caspase-3 dependent. (c) Interfering with PD-1 signaling in mice using a neutralizing anti–PD-1 antibody reduced senescence markers in the kidney glomerulus, tubular epithelial cells, and the tubulointerstitium as well as the liver. (d) While interfering with PD-1 signaling reversed some aspects of aging, it did not reverse all effects. (e) Finally, blocking PD-1 signaling improved podocyte life span in an experimental model of FSGS.

One interesting aspect of the study is interpretation of the data with respect to the health span and life span of podocytes, which are critical to the function and number of aging podocytes (25). Injecting aPD1ab into aged mice improves the life span (i.e., survival) of podocytes by decreasing several proapoptotic and pyroptosis genes and increasing survival genes. For example, increased cleaved caspase-3 was reduced in podocytes of mice treated with aPD1ab. Moreover, our cell culture studies support the notion that caspase-3 is a pathway underlying PD-1–induced apoptosis. Yet the precise contributions of other processes that reduce podocyte life span (alternate apoptosis pathways, pyroptosis, detachment, and mitotic catastrophe) by PD-1 signaling still need to be resolved (25). In addition, the mouse studies demonstrate that PD-1 inhibition restores many of the features downregulated in aging podocytes required for their normal function (health span). These include not only individual canonical podocyte genes (e.g., *Nphs1*, *Nphs2*, *Synpo*, and *Vegfa*) or signaling networks (e.g., FGF signaling), but entire podocyte gene regulatory networks as illustrated by the VIPER analysis. Likewise, PD-1 inhibition improved the senescent and inflammatory phenotypes present in aged podocytes, which improved podocyte health span. Restoring these probably has a long-lasting effect above simply preventing podocyte death. In this regard, the observation that aPD1ab injections restored normal metabolic pathways such as oxidative phosphorylation, glycolysis, and lipid metabolism further supports the pro–health span effects of PD-1 signaling inhibition. There may also be other consequences that improve the health of podocytes. For example, we have recently reported that aging podocytes exhibit not only autocrine loops, but also paracrine loops, in which podocytes signal to other cell types in the glomerulus (26). In the current study we observed that interfering with PD-1 signaling did not impact the age-dependent changes in glomerular mesangial or endothelial cell numbers, but injection of aPD1ab reduced the activated PEC phenotype (decreased CD44, CD74, and p-ERK) and the stressed GEN phenotype (decreased PV-1). It is thus tempting to speculate that this “restoration” occurs via paracrine loops emanating from podocytes restored by the aPD1ab treatment. Indeed, our data on VEGFA as a surrogate marker for podocyte-endothelial crosstalk support this hypothesis. However, given the pronounced cell death phenotype observed following an increase in PD-1 signaling in cultured podocytes (Figure 2), more wide-ranging experimental analysis of compound mutants will be needed to address the individual contributions of these pathways in the future.

Studies have shown an association between increased PD-1 pathway expression and aging. The PD-1/PD-L1 pathway has been shown to be increased in aged dendritic cell subtypes and T cells (55, 56) and CD4^+^ T cells with features of cellular senescence (57) and increases further with age in many cancers (58). The PD-1/PD-L1 pathway is also increased in several kidney diseases independent of age, but expression is typically restricted to immune cells (reviewed in ref. 59). Kidney interstitial dendritic cells and human primary kidney proximal tubular epithelial cells express PD-L1 and PD-L2, where PD-L1 expression is integral for CD8^+^ T cell tolerance (60). Moreover, for the first time to our knowledge, we show that increased expression of *PDCD1* in aging human glomeruli is highly clinically relevant, correlating with lower kidney function, higher scarring, and increased vascular damage.

PD-1 immunostaining increased in glomeruli of young mice and young patients with FSGS, in a predominantly podocyte distribution. Administering the same anti–PD-1 antibody used in the aging studies to young mice with experimental FSGS lowered proteinuria and glomerular collagen IV staining, accompanied by a higher podocyte density. Similarly to experimental and clinical FSGS (51–53), plasma suPAR increased in this model of experimental FSGS, but was not changed by the anti–PD-1 antibody.

Hydrogel expansion with FLARE staining (61) and PEMP (35) provided ultrastructural analysis of the filtration barrier and podocytes. We observed dramatic thickening of the glomerular basement membrane and a decrease in filtration slit density with aging. While there was some improvement with anti–PD-1 treatment, neither was completely restored to the level seen in young animals. A few possible explanations include: (a) as these changes were likely well established prior to the relatively short (8 weeks) anti–PD-1 treatment period, there may not have been sufficient time to reverse the changes; (b) improvements in podocyte health span measurements do not reflect a complete reversal of the ultrastructural damage; (c) if aPD1ab treatment primarily improves the podocyte life span, a decrease in podocyte loss would not automatically reflect a reversal of the ultrastructural damage of the remaining podocytes.

The study and usage of senolytics, i.e., drugs that selectively clear senescent cells from an aging patient/organ, is a vibrant field (62). For example, the cancer drugs quercetin and dasatinib, which are broad-spectrum inhibitors of protein kinases and tyrosine kinases, have been shown to reduce markers of aging (63–65). Indeed, dasatinib and quercetin improved kidney function, increased expression of WT1, and decreased p16 levels in a diabetic model of senescence (66). Similarly, induction of senescence-associated secretory phenotypes (SASPs) in aging cells has been a much-discussed anti-aging target (67). Yet the heterogeneity of SASP cytokines and differences in SASPs from cell type to cell type have made it difficult to develop viable anti-aging therapies. Thus, the focus has been toward some shared intracellular targets. Our study now suggests that there may be an alternative avenue. Interfering with PD-1 in aged kidneys reduces the SASP of aging podocytes by markedly decreasing inflammatory pathways. Thus, upstream regulation of SASP may be a future avenue for anti-aging therapies.

We recognize that widespread administration of immune checkpoint inhibitors is unlikely to be a generalized anti-aging strategy. These agents can cause renal toxicity (68–70), with an estimated incidence of acute kidney injury of 2%, typically due to immune overactivation resulting in tubulointerstitial nephritis (71). Still, it is noteworthy that in the current study, anti–PD-1 antibody administration in aged mice reduced KIM-1 protein, a well-established marker for tubular injury. Similarly, in silico analysis of the transcriptomics data of the non-podocyte fraction, which comprised a large number of proximal tubular cells, showed reduced gene expression of several tubular injury–related genes (e.g., *Havcr1*, *Lcn1*, and *Vcam1*). These data are consistent with the interpretation that the anti–PD-1 antibody improves rather than harms the tubulointerstitium. Similarly, with respect to the glomerulus, individual case reports of glomerulopathies as a complication of anti–PD-1 immunotherapy exist (60, 72), though podocyte injury as assessed by foot process effacement was not common in our kidney biopsy cohort. We cannot exclude the possibility of stabilization or improvement of podocyte phenotypes in our patient cohort, since histologic features of improved podocyte health are not well accepted.

We recognize the limitations of the current study, which include that anti–PD-1 antibody treatment was given systemically rather than in a cell-specific targeted manner and was given only for a short duration. Yet the impact on the kidney was impressive for both aging and FSGS. However, the impact on organs beyond the kidney and liver was not assessed in this study. Finally, one puzzling feature of our study is that the very small amount of microalbuminuria, normally present in mice, was not statistically elevated in aged mice compared with young mice; similarly, other measures of kidney function (blood urea nitrogen and plasma suPAR) were not changed upon aging either. This is in agreement with several reports showing that the majority of mouse strains do not show appreciable microalbuminuria, nor do they develop proteinuria as they age (73–75). In fact, in non-aged, inbred mouse strains, the albumin/creatinine ratio typically ranges from non-detectable to 200 mg/g (74). Importantly, this is consistent with clinical studies in humans. Rule et al. (76) and others (77, 78) have reported that proteinuria is not a feature of aging. Instead, elderly individuals with proteinuria normally exhibit secondary disease manifestations such as hypertension, obesity, or diabetes. There are several possible explanations for the discrepancy between the age-dependent changes in podocytes and their lack of albuminuria: (a) As nephrons are lost with advancing age, the remaining nephrons hypertrophy (79) and thus become more effective in reclaiming filtered albumin (and other nutrients) (80). (b) Following podocyte loss, the remaining podocytes in that glomerulus hypertrophy as much as 10-fold to cover the denuded filtration surface with foot processes (18, 22), which at least initially maintains glomerular filtration characteristics (22). (c) Once podocyte density in individual glomeruli reaches critical levels (i.e., less than 35–50 podocytes per μm^3^ × 10^6^ tuft volume), these glomeruli undergo rapid global glomerulosclerosis due to massive podocyte catastrophe (22, 81). Yet this does not result in detectable albuminuria until a large number of glomeruli are lost very late in life. (d) Studies in rats show an age-dependent increase in the expression of the protein reuptake receptors megalin and cubilin in podocytes and PECs, which may reduce urinary albuminuria with age (82).

In summary, the present study shows that the PD-1 pathway is increased in aged mouse podocytes and in aged human glomeruli, in podocytes of young mice and humans with FSGS, and in aged mouse livers. Increased expression of the PD-1 signaling pathway in human glomeruli predicts poor human kidney outcomes. Mechanistically, increased PD-1 levels in podocytes cause apoptotic loss (shortened podocyte life span) and reduce their health span. These events and glomerulosclerosis are partially reversed by inhibition of PD-1. These results are consistent with PD-1 being a critical mechanism contributing to glomerular damage in the aged kidney and following kidney injury.

## Methods

The methods are described in detail in Supplemental Methods. Animal studies were reviewed and approved by the University of Washington IACUC (2968-04). Human studies were approved by the IRBs of the University of Michigan (HUM00052918) and the University of Chicago (IRB14-0167). All patient samples were deidentified. Clinicopathologic evaluation of kidney biopsies from patients treated with immune checkpoint inhibitors was conducted under University of Washington IRB protocol 2837. Raw and processed mRNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GSE186534) and can be browsed at https://yuliangwang.shinyapps.io/podocyte_PD1_experiment/

## Author contributions

JWP, DGE, MB, OW, JCV, and SJS designed research studies. JWP, NK, YW, DGE, YZ, UT, CJL, CO, CP, HSP, and SA conducted experiments. JWP, NK, YW, DGE, YZ, UT, CJL, CO, CP, HSP, JCV, and SA acquired data. JWP, NK, YW, DGE, CO, MB, OW, SJS, CP, HSP, JCV, and SA analyzed data. JWP, NK, DGE, CO, MB, OW, and SJS wrote the manuscript. AC and SA provided material. SA performed clinicopathologic evaluation of human kidney biopsies.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental video 1

Supplemental video 2

Supplemental video 3

## Figures and Tables

**Figure 1:**
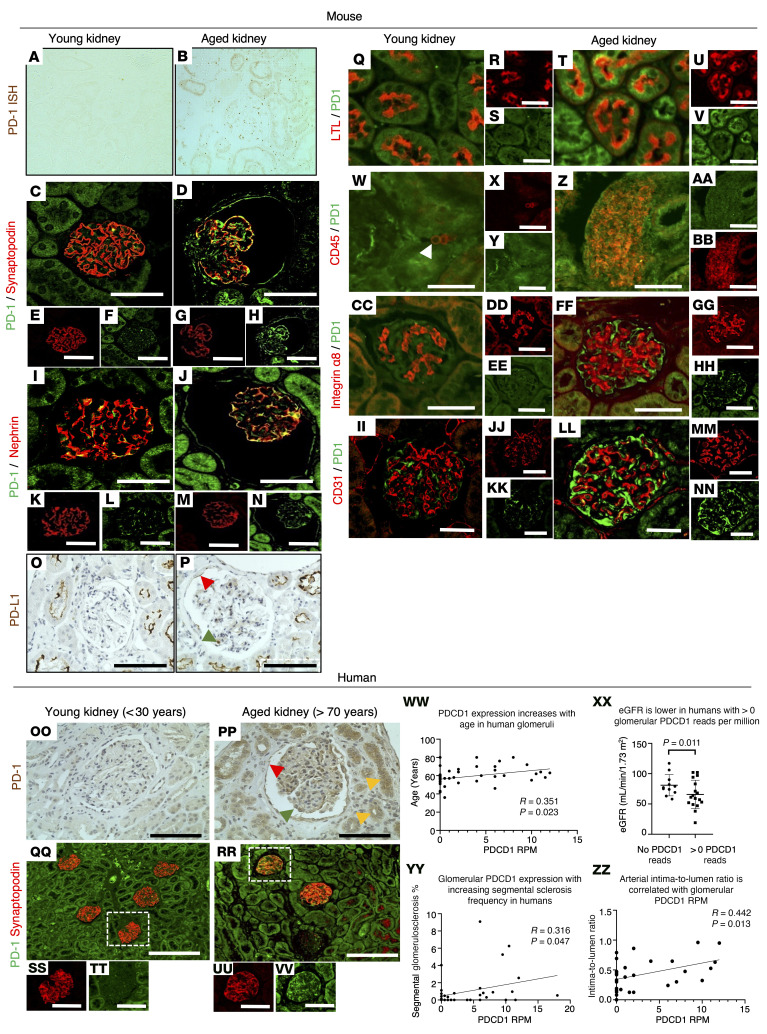
Podocyte PD-1 immunostaining and transcripts. (**A**–**NN**) Mouse kidney. (**A** and **B**) In situ hybridization shows that compared with young kidney (**A**), PD-1 transcript (brown) increases in aged kidney (**B**). (**C**–**H**) PD-1 (green) and synaptopodin (red) staining shows that PD-1 in mouse glomerulus (**C**) merges with synaptopodin-positive podocytes in aged kidney (**D**, yellow). PD-1 stains PECs along Bowman’s capsule (**D**, green). (**E**–**H**) Fluorescence channels from **C** and **D**. (**I**–**N**) PD-1 (green) and nephrin (red) staining in young glomeruli (**I**) merges with nephrin in aged kidney (**J**, yellow). PD-1 increased in PECs and proximal tubular epithelial cells (**J**, green). (**K**–**N**) Single channels from **I** and **J**. (**O** and **P**) PD-L1 (brown) in young mouse kidney (**O**) is detected in a podocyte (green arrowhead), PECs (red arrowhead), and proximal tubules in the aged mouse (**P**). (**Q**–**V**) Lotus tetragonolobus lectin (LTL) (red) stains proximal epithelial cells and merges with PD-1 (green) in aged kidney (**T**). (**W**–**BB**) CD45^+^ interstitial lymphocytes (red) merge with PD-1 (green) in aged kidney. (**CC**–**HH**) PD-1 (green) does not merge with the mesangial cell marker α_8_ integrin (red). (**II**–**NN**) PD-1 (green) does not merge with the endothelial cell marker CD31 (red). (**OO**–**VV**) Human kidney. (**OO** and **PP**) PD-1 (brown) in young human kidney (**OO**) increases in podocytes (green arrowhead), PECs (red arrowhead), and tubular epithelial cells (orange arrowheads) in aged human kidney (**PP**). (**QQ**–**VV**) PD-1 (green) and synaptopodin (red) in young human glomerulus merges with synaptopodin (yellow) in aged human glomerulus. (**WW**–**ZZ**) *PDCD1* transcripts from microdissected human glomeruli. Expression of *PDCD1* (corresponding to human PD-1) increased with age (**WW**), accompanied by lower eGFR (**XX**), higher glomerulosclerosis (**YY**), and vascular injury (**ZZ**). Scale bars: 25 μm (**C**–**NN**), 100 μm (**OO**, **PP**, and **SS**–**VV**), and 200 μm (**QQ** and **RR**). Statistical analysis was performed by *t* test, χ^2^ test, and quasi-Poisson regression modeling.

**Figure 2:**
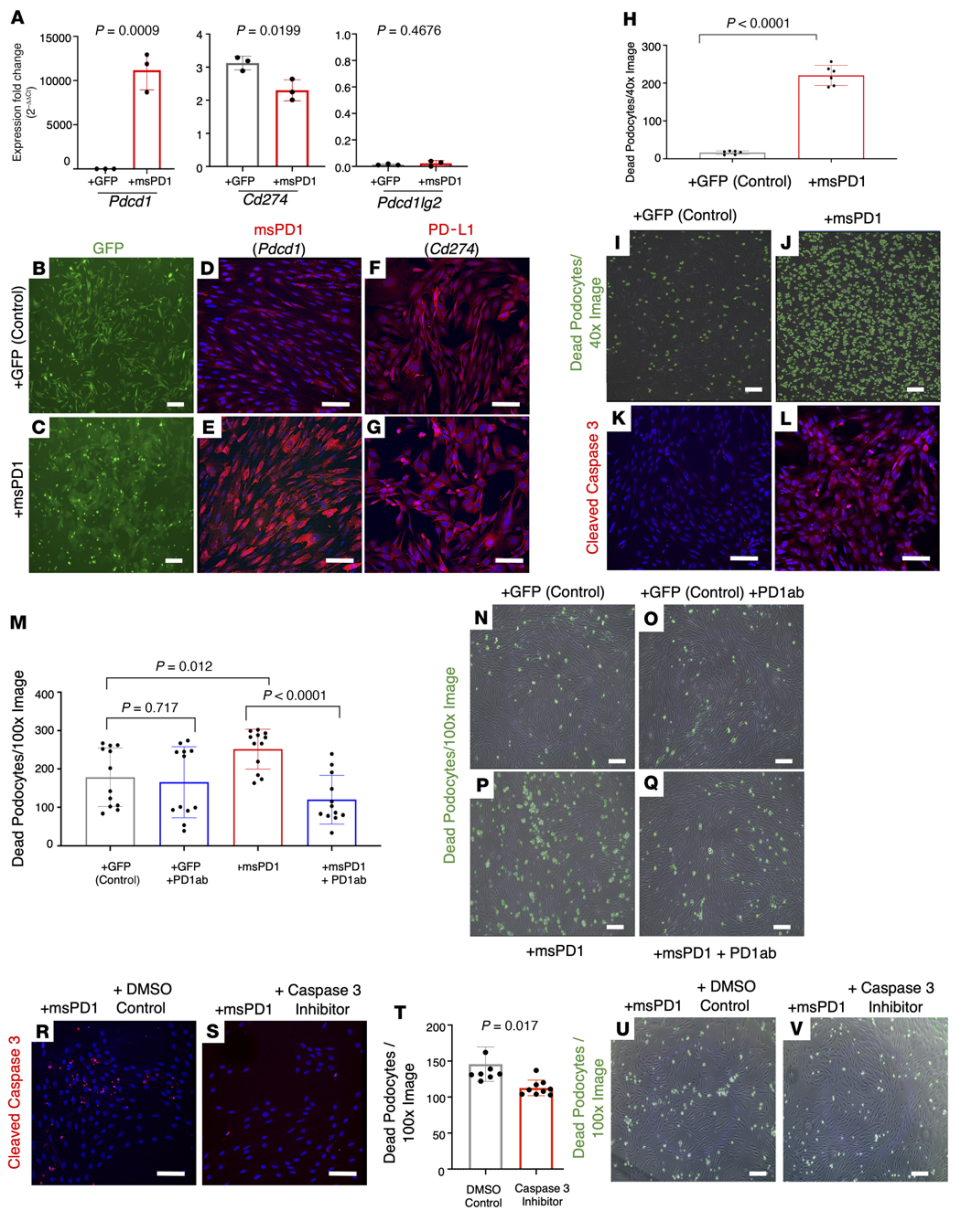
Overexpression of PD-1 induces podocyte death in cell culture. (**A**–**G**) Following overexpression of PD-1 using a lentiviral expression vector (msPD1, red bars) in immortalized mouse podocytes, mRNA levels increased significantly for *Pdcd1* (PD-1) in comparison with GFP control–infected podocytes, without changes to *Cd274* or *Pdcd1lg2*. GFP expression (green) of the GFP control (**B**) and PD-1–overexpressing (**C**) lentiviral vectors confirms efficient transfection. Immunocytochemistry for PD-1 protein (red) in GFP control–infected podocytes (**D**) was increased in msPD1-overexpressing podocytes (**E**). DAPI stains nuclei blue. Staining for PD-L1 (red) was not different between GFP control–infected (**F**) and PD-1–overexpressing (**G**) podocytes. (**H**–**L**) Overexpression of PD-1 (red bar) increased podocyte death in comparison with GFP control–infected podocytes (gray bar). Representative images of dead podocytes (**I** and **J**). Cleaved caspase-3 staining (red) was barely detected in GFP control–infected podocytes (**K**) but was markedly increased in PD-1–overexpressing podocytes (**L**). Nuclei were counterstained with DAPI (blue). (**M**–**Q**) Application of aPD1ab (blue bar, second column) did not impact cell death in GFP control–infected podocytes (gray bar). The increased podocyte death induced by overexpression of PD-1 (red bar) was reduced when anti–PD-1 antibody was applied (blue bar, fourth column). (**N**–**Q**) Representative images of dead podocytes encircled with green annotations used for **M**. (**R** and **S**) Immunocytochemistry for cleaved caspase-3 (red) was increased in PD-1–overexpressing podocytes treated with DMSO (**R**) but was markedly decreased following treatment with the caspase-3–specific inhibitor Z-DEVD-FMK (**S**). (**T**–**V**) Treatment of PD-1–overexpressing podocytes with the caspase-3 inhibitor significantly decreased podocyte death (red bar) compared with the DMSO control (gray bar). (**U** and **V**) Representative images of dead podocytes encircled with green annotations in DMSO-treated (**U**) and caspase-3 inhibitor–treated (**V**) PD-1–overexpressing podocytes. Statistical analysis was performed by *t* test. Scale bars represent 100 μm.

**Figure 3:**
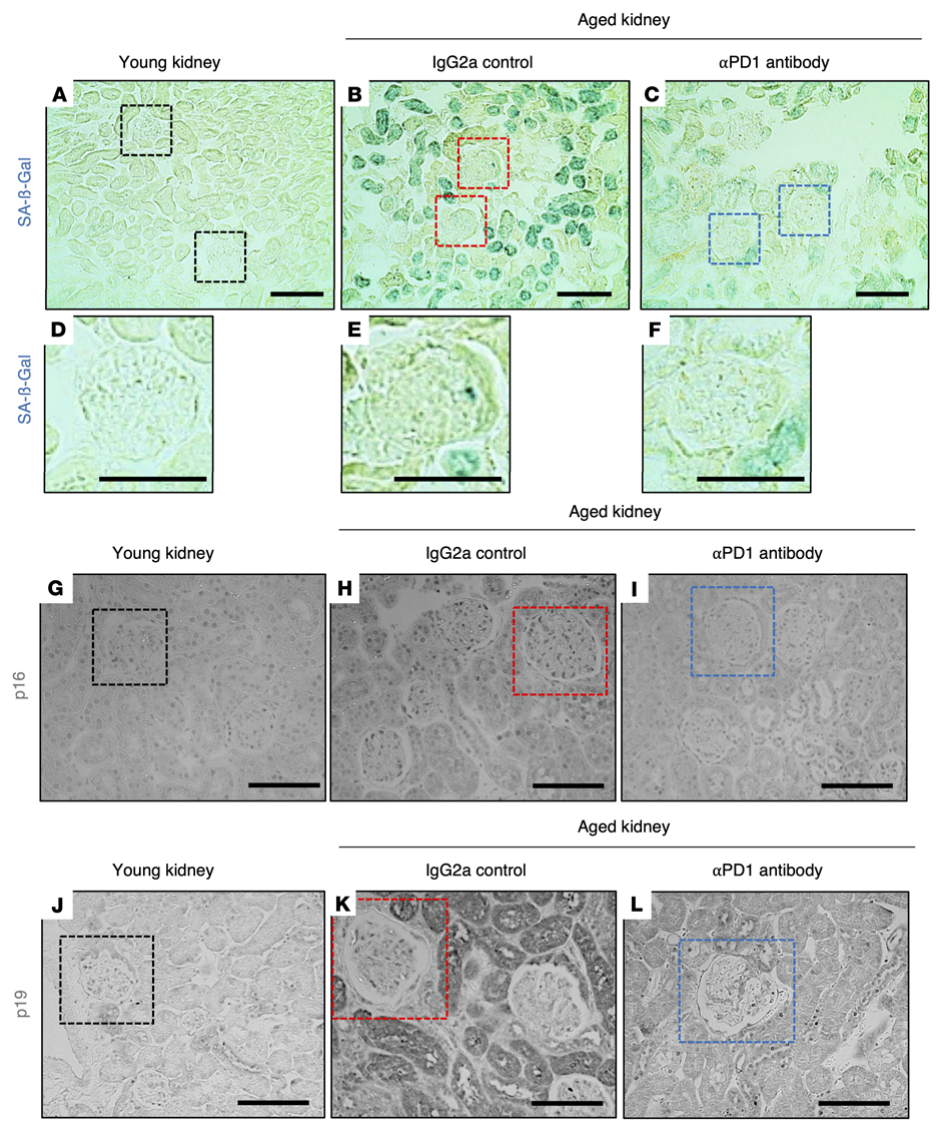
Podocyte senescence. (**A**–**F**) Representative images of SA-β-gal staining (blue). SA-β-gal was barely detected in young kidneys (**A** and **D**) but increased in glomeruli (red boxes) and tubular epithelial cells in IgG2a-injected aged mice (**B** and **E**) and was lowered by aPD1ab in glomeruli (blue boxes) and tubules (**C** and **F**). (**G**–**I**) p16 staining (black) was occasionally detected in glomeruli and tubular epithelial cells of young kidneys (**G**). It was increased in glomerular (red box) and tubular epithelial cells in IgG2a-injected mice (**H**) but was lower in aPD1ab-injected mice (**I**). (**J**–**L**) p19 staining (black) was barely detected in young kidneys (**J**) but was increased in glomerular (red box) and tubular epithelial cells in IgG2a-injected mice (**K**) and was lower in aPD1ab-injected mice (**L**). Scale bars: 50 μm.

**Figure 4:**
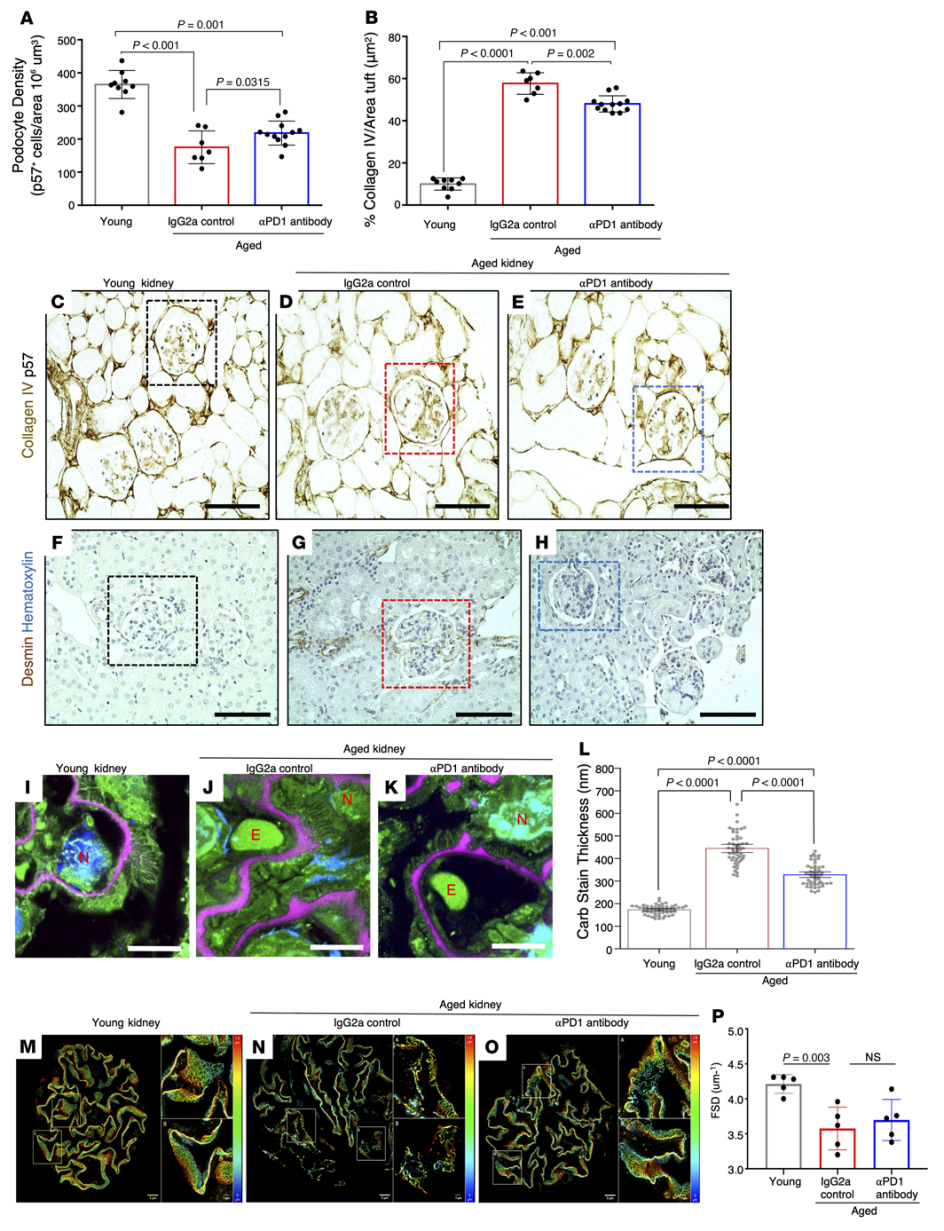
Podocyte density, scarring, stress, and ultrastructure. (**A**–**E**) Podocyte density measured by p57 staining (dark blue, **C**–**E**) and summarized in **A**. Each circle represents an individual mouse. Density was lower in aged IgG2a-injected mice compared with young mice and was increased in aged aPD1ab-injected mice. Glomerular scarring was measured by glomerular collagen IV staining (brown, **C**–**E**) and is summarized in **B**. It was higher in IgG2a-injected aged mice compared with young mice and was lowered by aPD1ab. (**F**–**H**) The podocyte stress marker desmin (brown) was increased in aged IgG2a-injected mice compared with young and was lower in aged aPD1ab mice. (**I**–**L**) The filtration barrier ultrastructure was assessed by expansion microscopy of FLARE-labeled glomeruli, which demonstrated that glomerular basement membrane (GBM) thickness (pink) was significantly increased in aged IgG2a-injected mice (**J**) compared with young mice (**I**) and reduced in aged aPD1ab mice (**K**). Representative images are shown in **I**–**K**, and GBM thickness is quantified in **L**. N, nuclei; E, erythrocytes. (**M**–**P**) Podocyte ultrastructure was characterized by the podocyte exact morphology measurement procedure (PEMP). Representative images are shown in **M**–**O**, and filtration slit density (FSD) is quantified in **P**. This analysis shows a significant decrease in FSD in aged IgG2a-injected mice compared with young mice (**M**, **N**, and **P**). Elevation of FSD was observed in aged aPD1ab mice but did not reach significance (**O** and **P**). Scale bars: 5 μm (**M**–**O**), 10 μm (**I**–**K**), and 50 μm (**C**–**H**). Statistical analysis was performed by 1-way ANOVA.

**Figure 5:**
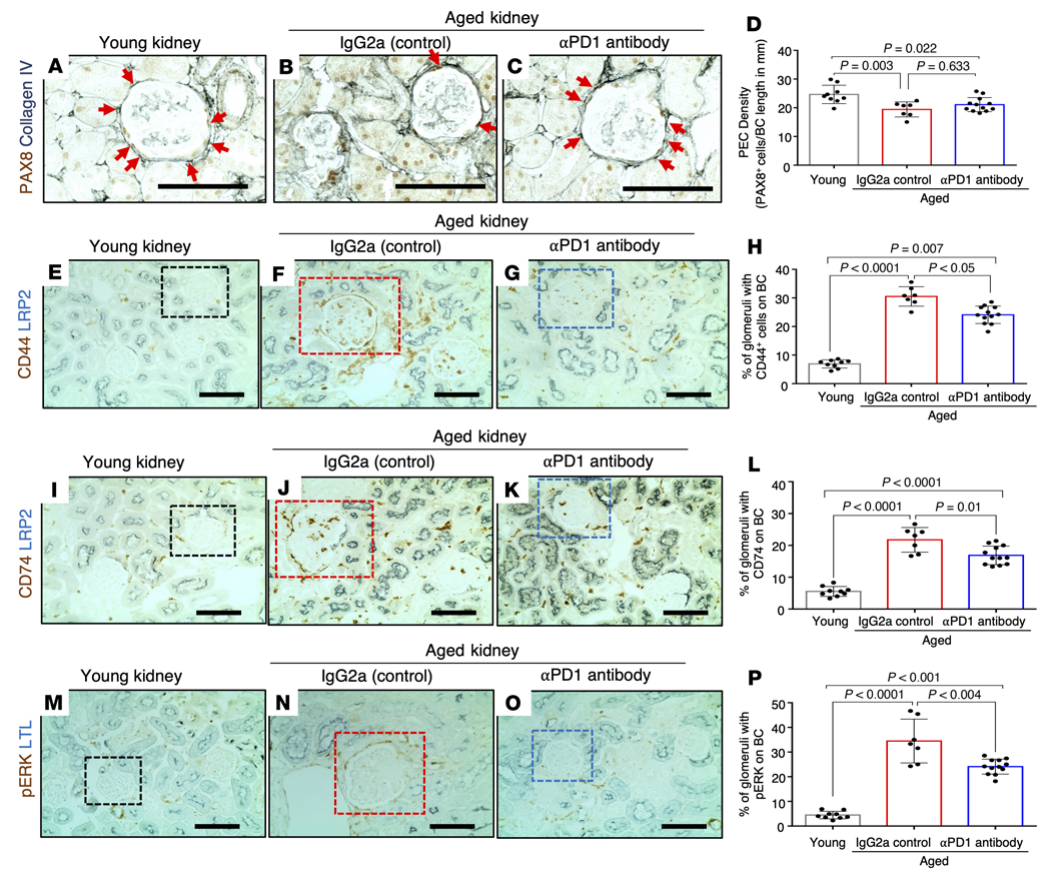
Parietal epithelial cell changes. (**A**–**D**) Representative images of immunoperoxidase staining for the PEC marker PAX8 (brown) and collagen IV (blue, outlines Bowman’s capsule [BC]) (**A**–**C**) and quantification thereof (**D**). PEC density was lower in aged IgG2a-injected mice (red bar) compared with young mice (gray bar) but did not change with aPD1ab treatment (blue bar). (**E**–**P**) Representative images of immunoperoxidase double staining with antibodies against the PEC activation markers CD44 (**E**–**G**, brown), CD74 (**I**–**K**, brown), and p-ERK (**M**–**O**, brown) counterstained with the proximal tubular cell markers LRP2 (**E**–**G** and **I**–**K**, blue) and LTL (**M**–**O**, blue). Quantification (**H**, **L**, and **P**) shows that all 3 PEC activation markers were elevated in aged IgG2a-injected mice (red bars) compared with young mice (gray bars) and lowered by aPD1ab injections (blue bars). Scale bars represent 50 μm. Statistical analysis was performed by *t* test.

**Figure 6:**
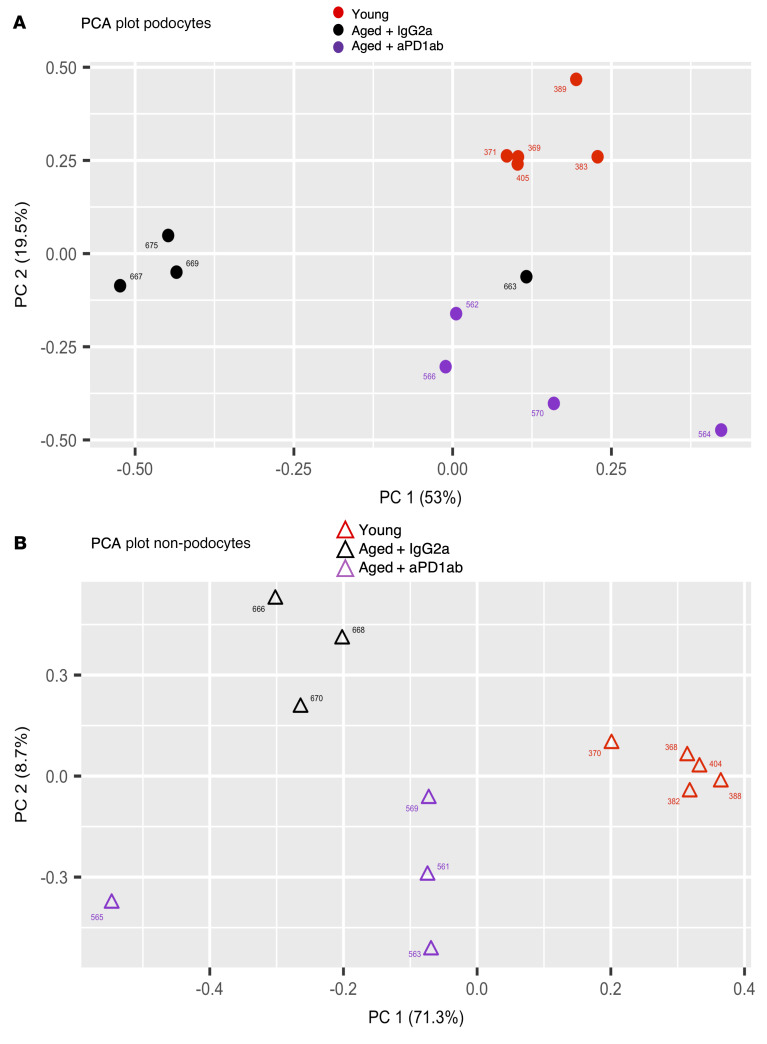
Principal component analysis. Principal component analysis (PCA) of the mRNA-Seq data showed excellent clustering of the individual treatment groups for both podocytes (**A**) and non-podocytes (**B**).

**Figure 7:**
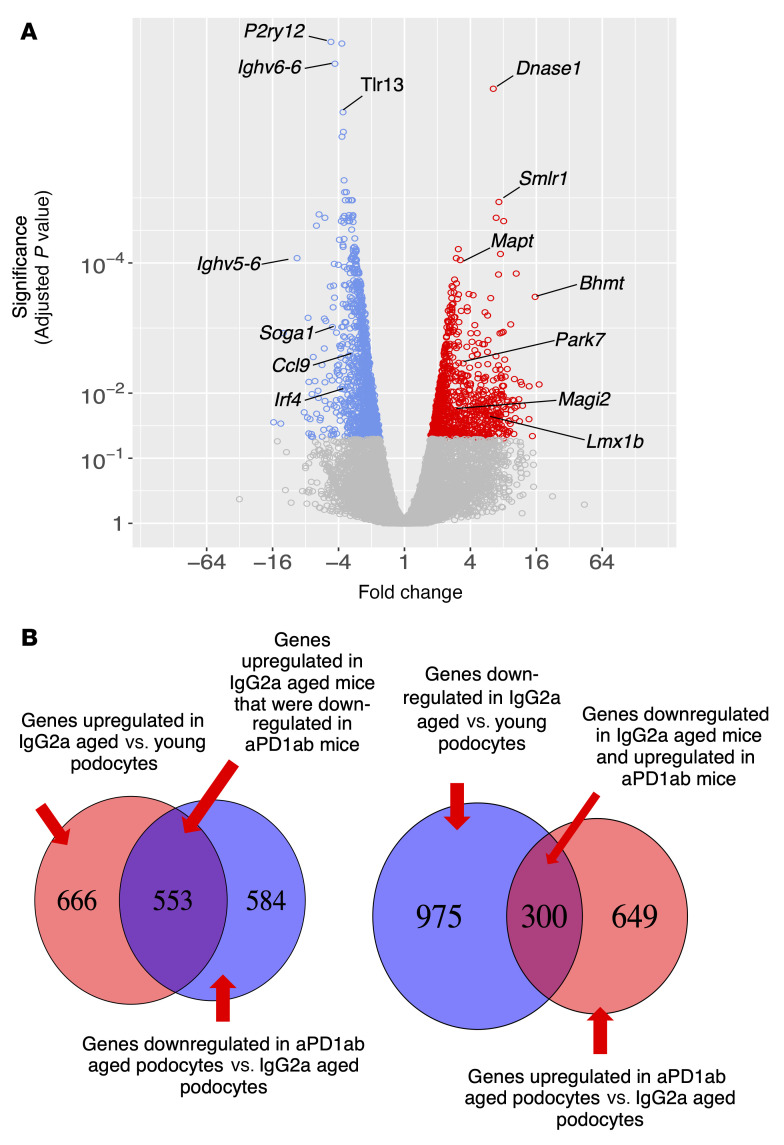
Podocyte transcripts in aged mouse podocytes altered by anti–PD-1 antibody. (**A**) Volcano plot shows the transcripts in aged podocytes that were decreased (blue circles), increased (red circles), or not changed (gray circles) by treatment of mice with aPD1ab for 8 weeks. (**B**) Summary of the number of genes upregulated and downregulated in podocytes from aged control IgG2a mice compared with young mice, and from aged aPD1ab-injected mice compared with age-matched IgG2a-injected mice.

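Among genes named in the volcano plot, the log2 fold change in the libraries of the paper was -2.23 for P2ry12, -2.13 for Ighv6-6, -1.86 for Tlr13, -3.28 for Ighv5-6, -1.27 for Soga1, -1.09 for Ccl9 and -1.08 for Irf4. It was 2.71 for Dnase1, 2.97 for Smlr1, 1.59 for Mapt, 4.15 for Bhmt, 1.38 for Park7 and 1.22 for Magi2. All had an edgeR adjusted p under 0.05 except Irf4 (edgeR adjusted p = 0.0901). Using all mapped libraries none passed that threshold. Ighv6-6 and Ighv5-6 belong to a family of near-identical genes between which counts could have been split.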

**Figure 8:**
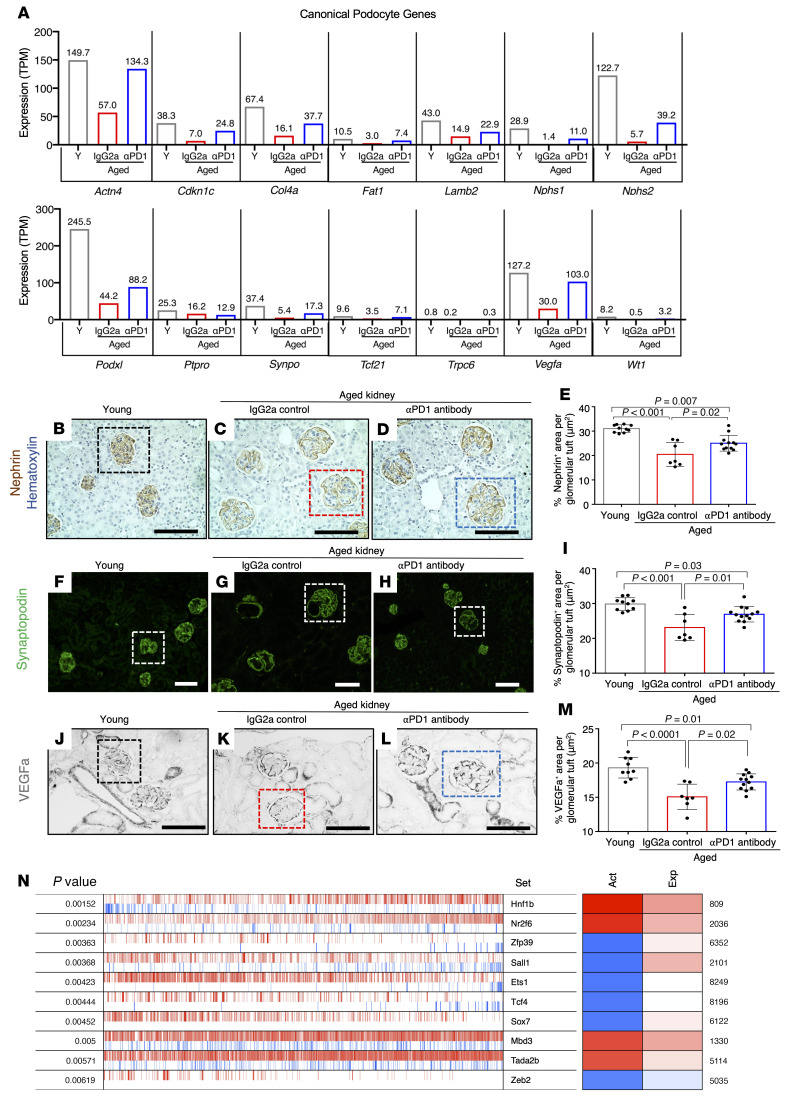
Changes to podocyte canonical genes, proteins, and transcription factors. (**A**) Expression of individual canonical podocyte genes from mRNA-Seq data of young mice (Y, gray bars), aged mice injected with IgG2a (red bars), and aged mice injected with anti–PD-1 antibody (αPD1, blue bars). The levels of all genes were lower in aged IgG2a-injected mice compared with young mice, and all except *Ptpro* were increased in aPD1ab-injected mice. TPM, transcripts per million. (**B**–**M**) Protein validation of select genes by immunostaining. Representative immunoperoxidase staining for nephrin (**B**–**D**, brown), immunofluorescent staining for synaptopodin (**F**–**H**, green), and immunoperoxidase staining for VEGFA (**J**–**L**, black). The box in each panel shows an example of a glomerulus. Bar graphs show the quantification of nephrin (**E**), synaptopodin (**I**), and VEGFA (**M**) staining with each circle representing an individual mouse. Compared with young mice (gray bars), immunostaining was lower for each in aged IgG2a-injected mice (red bars) but was higher in aged aPD1ab-injected mice (blue bars). (**N**) VIPER (virtual inference of protein activity by enriched regulon) analysis of transcription factor activity. The top 10 transcription factors impacted by aPD1ab treatment are shown in the third column, along with their significance (first column), representative activity (second column), conferred activity (fourth column), and expression (fifth column), with red showing increased and blue decreased levels/activities. The conferred activity of *Hnf1b*, *Nr2f6*, *Mbd3*, and *Tada2b* increased, with increased expression. *Zfp39*, *Sall1*, and *Sox7* activity was decreased despite higher expression levels in aPD1ab-injected mice. While the lower activity of *Ets1* and the lower activity of *Tcf4* were independent of their expression levels, the lower activity of *Zeb2* correlated with its lower expression. Scale bars represent 50 μm (**B**–**D** and **J**–**L**) and 100 μm (**F**–**H**). Statistical analysis was performed by *t* test.

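In CPM, Ptpro (ENSMUSG00000030223, chromosome 6, 137252319 to 137463233) changed by a log2 fold change of 0.20 with age (edgeR adjusted p = 0.291) and -0.91 with aPD1ab (edgeR adjusted p = 0.0735) in the libraries of the paper, and by -0.0041 and -0.68 over all mapped libraries. In TPM, chosen after the values were seen, its means were 27.4 ± 6.06 (SD, n = 5) in young, 17.0 ± 2.76 (SD, n = 3) in aged IgG2a-injected and 14.0 ± 6.12 (SD, n = 4) in aged aPD1ab-injected mice. In CPM, Trpc6 changed by 0.21 with aPD1ab (edgeR adjusted p = 0.847) and Tcf21 by 0.48 (edgeR adjusted p = 0.498). In TPM, Trpc6 was 1.72-fold and Tcf21 2.06-fold higher with aPD1ab, where the median gene rose by 0.62 (log2).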

**Figure 9:**
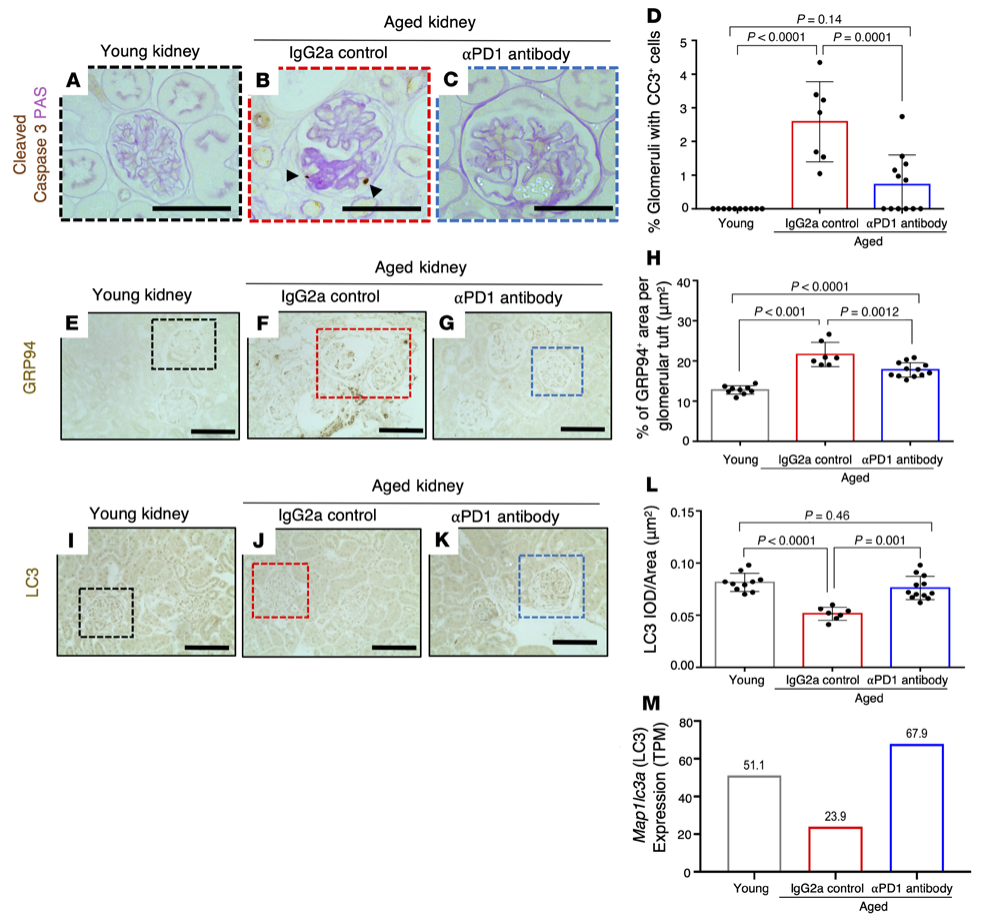
Apoptosis, ER stress, and autophagy. (**A**–**D**) Representative images of immunoperoxidase staining for the apoptosis marker cleaved caspase-3 (brown) and periodic acid counterstain (pink). Glomerular apoptotic cells in aged IgG2a-injected mice are indicated by black arrowheads (**B**). Quantification of the percentage of glomeruli with at least a single cleaved caspase-3–positive (CC3^+^) cell (**D**) shows an increase in aged IgG2a-injected mice (red bar) compared with young mice (gray bar) and a decrease with aPD1ab treatment (blue bar). (**E**–**H**) Representative images of immunoperoxidase staining for the ER stress marker GRP94 (brown) and quantification thereof. GRP94 shows higher staining in aged IgG2a-injected mice (red bar), which was lowered upon aPD1ab treatment (blue bar). Individual mice are represented by circles. (**I**–**M**) Measurement of autophagic activity measured by LC3. Representative images of immunoperoxidase staining for microtubule-associated protein 1 light chain 3 (LC3) (**I**–**K**, brown) and quantification of the staining (**L**). Compared with young mice (gray bar), LC3 staining was lower in IgG2a-injected mice (red bar), indicating reduced autophagy, but was higher with aPD1ab treatment (blue bar). IOD, integrated optical density. (**M**) mRNA-Seq data from isolated podocytes showed a decrease in the *Map1lc3a* (LC3) transcript in IgG2a-injected mice (red bar) compared with young mice (gray bar) but an increase with aPD1ab treatment (blue bar). Scale bars: 50 μm. Statistical analysis was performed by *t* test.

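Map1lc3a (ENSMUSG00000027602, chromosome 2, 155276297 to 155278073) was at 27.8 ± 2.66 CPM (SD, n = 5) in young mice, 20.5 ± 1.64 (SD, n = 3) in the aged IgG2a-injected mice of the paper and 39.8 ± 8.15 (SD, n = 4) with aPD1ab. The fold change (log2) was -0.38 with age (edgeR adjusted p = 0.0108) and 0.94 with aPD1ab (edgeR adjusted p = 0.0104). Over all mapped libraries it was -0.19 (edgeR adjusted p = 0.342) and 0.77 (edgeR adjusted p = 0.109). A list of 33 autophagy genes changed by a mean of 0.16 with aPD1ab (limma camera adjusted p = 0.139).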

**Figure 10:**
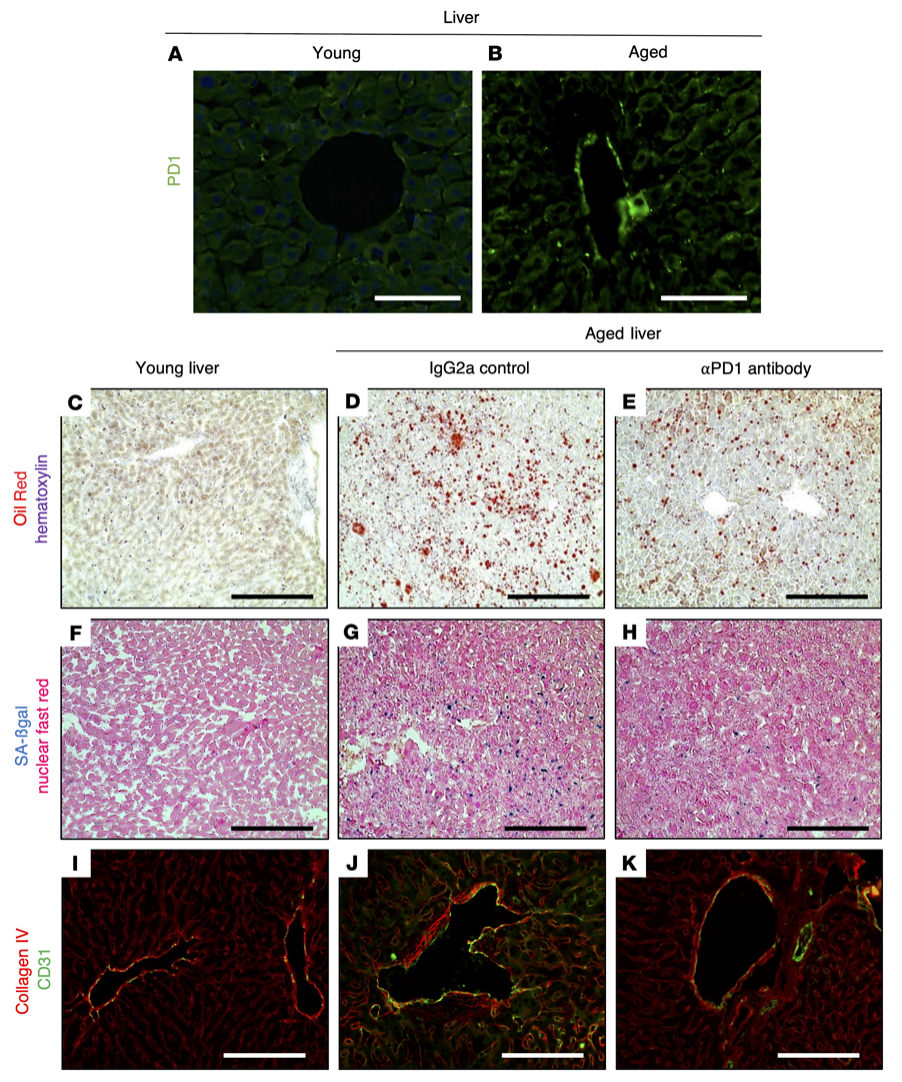
Anti–PD-1 antibody decreases liver aging in mice. (**A** and **B**) Representative images of PD-1 immunofluorescence staining, which is higher in aged mouse liver (**B**) compared with young liver (**A**). (**C**–**E**) Oil Red staining (red) as a marker of fat deposition was barely detected in young livers but was increased in the livers of aged IgG2a-injected mice and decreased in aPD1ab-injected mice. (**F**–**H**) SA-β-gal staining (blue) used as a marker of senescence was increased in aged IgG2a-injected livers and decreased by aPD1ab treatment. (**I**–**K**) Double immunostaining for collagen IV (red) and the endothelial cell marker CD31 (green) shows increased collagen IV deposition in the blood vessels of the liver from aged IgG2a-injected mice compared with young mice, which was decreased by aPD1ab injection. Scale bars represent 50 μm (**A** and **B**) and 100 μm (**C**–**K**).

**Figure 11:**
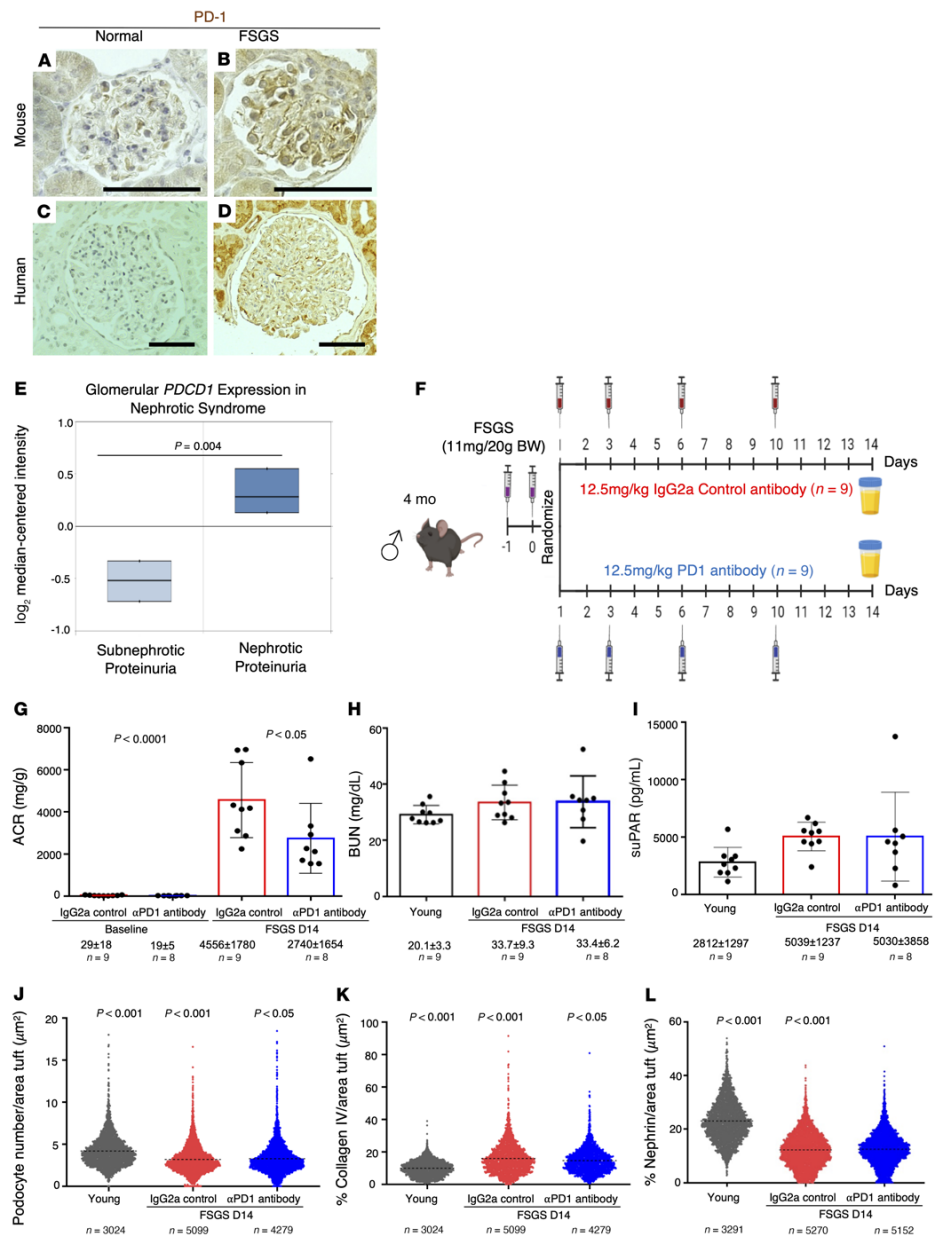
Anti–PD-1 antibody improves experimental FSGS. (**A**–**D**) PD-1 immunoperoxidase staining (brown) of glomeruli from normal young mice (**A**) is increased in young mice with experimental FSGS (**B**). Similarly, in humans, PD-1 staining of glomeruli of a young human kidney (**C**) is increased in podocytes, PECs, and tubular epithelial cells of a kidney from an FSGS patient (**D**). Scale bars represent 50 μm. (**E**) Analysis of the Nephroseq data from NEPTUNE shows that *PDCD1* mRNA levels in human microdissected glomeruli are significantly higher in patients with nephrotic-range versus sub-nephrotic-range proteinuria (*n =* 38). (**F**) To study PD-1 signaling in FSGS, 4-month-old mice were injected twice i.p. with a sheep anti-glomerular antibody. Mice were randomized into 2 groups, which received either an anti–PD-1 antibody (*n =* 8) or the isotype control IgG2a (*n =* 7) on days 1, 3, 6, and 10 after FSGS induction. (**G**–**I**) At the conclusion of the experiment, kidney function analyses showed that albumin/creatinine ratio (ACR) values significantly increased following FSGS induction in IgG2a control–injected but were reduced in aPD1ab-injected mice (**G**). Blood urea nitrogen (BUN) levels were not significantly different between the groups (**H**), while plasma soluble urokinase plasminogen activator receptor (suPAR) levels were significantly increased in FSGS mice injected with control IgG2a compared with young mice but were not reduced in mice injected with aPD1ab (**I**). (**J**) Quantification of podocyte density was lower in FSGS mice injected with IgG2a compared with young mice and was increased upon aPD1ab injection. (**K**) Glomerular scarring measured by glomerular collagen IV staining was higher in FSGS mice injected with IgG2a compared with young mice and was lowered by aPD1ab injection. (**L**) Nephrin immunostaining was lower in FSGS mice injected with IgG2a compared with young mice but was not significantly changed by aPD1ab injection. Each circle in **J**–**L** represents an individual glomerulus, and the number of glomeruli quantified is indicated. Statistical analysis was performed by *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

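Podocyte fractions of young (4 months), aged IgG2a-injected and aged aPD1ab-injected mice (21 months) were sequenced by the authors, and the deposited table holds the reads counted on each Ensembl gene, as whole numbers without normalization. The aligner, the counting tool, the strand setting and the genome build are not named in the text of the paper. It refers to Supplemental Methods for detail, which were not used here, so whether they name these settings or a reason for leaving out a library was not checked. A symbol and position were found in GENCODE M21 (GRCm38) for 45143 genes. Figure 6A ties 13 columns to a group by number; 2 other columns, which by the number of mice in the labels would complete the aged groups, could not be matched to either and were not used. No batch is named in the labels or the paper. Young mice were not injected, so age and injection differ together wherever aged and young mice are compared.

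The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each pair of groups was fitted with edgeR's quasi-likelihood method (robust, TMM normalization, genes kept by filterByExpr) with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and a change over 2-fold. Values per gene are CPM. Principal components used log2 CPM with a prior count of 2. A gene at 3 counts or fewer was treated as at the floor. Totals and floors cover counting error only. Which libraries the tables of the paper hold was found by comparing their group means with every choice of libraries, and results are given for that choice and for all mapped libraries.

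Gene lists (44 in all, 13 of them markers of cell types) were written by hand, since the gene sets of the paper were not used here. Lists, whether of pathways, cell types or genes that the paper names, were tested with limma's camera at a preset correlation of 0.01, with fry and with an estimated correlation, and p was adjusted over 43 lists together. Lists made of genes that the paper names were chosen by the study on these or other samples and are not independent evidence. They are left out of the counts of lists in other divisions of the libraries. Overlaps were set beside a hypergeometric expectation and beside simulated unchanged groups that share the aged IgG2a libraries. Those simulations drew each gene on its own and do not cover a shift of many genes together. On simulated changes the edgeR fit recovered 92.5% of 199 genes for 3 against 4 libraries and 95.5% of 200 for 5 against 3, with 17 and 12 false calls. Recovery was counted without the fold threshold. The simulated spread between mice was that of the young libraries alone, so these values do not measure power among the aged libraries.

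Single genes were to be those the paper names for these libraries, the 5 that rose and the 5 that fell with the smallest p past both thresholds without overlap of groups, all mitochondrially encoded mRNAs, and up to 2 abundant members of each list. The text reports a subset of these, which was chosen after their values were seen. For aPD1ab vs IgG2a, 57 genes in the text and 102 others were tested, and a direction turned in at least 1 of 19 alternatives for 29 and 66 of them. In the libraries of the paper 27 and 38 passed both thresholds, and over all mapped libraries 0 and 0 did. For IgG2a vs young, 35 genes in the text and 123 others were tested, and a direction turned in at least 1 of 20 alternatives for 11 and 77 of them. In the libraries of the paper 20 and 55 passed both thresholds, and over all mapped libraries 12 and 40 did.

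Alternatives changed the normalization, the test, the filter, the libraries, the genes left out, the fold threshold, the principal component settings and covariates of cell type markers, and left out each library in turn. Leaving out aged IgG2a replicate 1 gives the libraries of the paper. These are the same fit, although both names are listed and counted among the alternatives. TPM over the libraries of the paper was added after seeing the data. Positive regulation of protein kinase activity, organic acid transport, allograft rejection and IL-2/STAT sets, transcription factor activity, the other cell fraction and all stainings were not analysed here. Some single genes and a gene set are not reported here.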

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

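The tests of proximal tubule and macrophage RNA in aged IgG2a replicate 1, of proximal tubule RNA with aPD1ab, of depth, lymphocyte genes and positions between groups in aged aPD1ab replicate 2, of positions with a young library left out, and of immunoglobulin in aged mice were chosen only after the result was seen, as were the counts of other groupings of the libraries.

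A library was singled out when its gap to the nearest of its group, divided by the range of the group, passed Dixon's critical value. Among 321 groups this held in 36, where chance gives 16.1; 23 of them were aged IgG2a replicate 1, the library absent from the tables of the paper. On principal component 1 it stood at -16.4 against 71.8 to 84.5 (gap over range 0.875). Its mean log2 CPM of gene lists, against the other 3 aged IgG2a libraries, was 4.67 against 5.53 to 5.67 (gap over range 0.857) for PD-1 downstream genes, 7.01 against 6.11 to 6.17 (gap over range 0.934) for nuclear-encoded oxidative phosphorylation, 6.67 against 5.77 to 5.86 (gap over range 0.903) for glycolysis/gluconeogenesis, 7.76 against 6.71 to 6.80 (gap over range 0.915) for TCA cycle, 6.68 against 5.63 to 5.78 (gap over range 0.858) for fatty acid metabolism, 4.48 against 3.95 to 3.98 (gap over range 0.953) for mitochondrial translation, 5.24 against 4.58 to 4.60 (gap over range 0.970) for tight junction, 7.16 against 7.65 to 7.72 (gap over range 0.886) for cytosolic ribosomal proteins and 9.29 against 8.15 to 8.27 (gap over range 0.893) for loop of Henle and distal tubule markers. Its CPM were 339 against 205 to 211 (gap over range 0.957) for Actn4, 123.03 against 45.2 to 50.8 (gap over range 0.928) for Col4a3, 261 against 115 to 139 (gap over range 0.835) for Col4a4, 37.4 against 18.0 to 20.2 (gap over range 0.888) for Col4a5, 233 against 82.1 to 102 (gap over range 0.866) for Vegfa, 44.4 against 18.4 to 21.4 (gap over range 0.885) for Sall1, 45.4 against 62.3 to 62.6 (gap over range 0.980) for Tcf4, 74.2 against 163 to 167 (gap over range 0.960) for Zeb2, 2.73 against 0.572 to 0.828 (gap over range 0.881) for Smlr1, 83.4 against 33.7 to 37.4 (gap over range 0.926) for Mapt, 2.26 against 0.138 to 0.431 (gap over range 0.862) for Bhmt, 103 against 58.4 to 64.7 (gap over range 0.858) for Park7 and 4.49 against 15.4 to 16.6 (gap over range 0.902) for Ighv6-6. The lists share cells and the genes share lists, so these are not separate observations.

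Sequencing depth and GC content were tested as explanations for aged IgG2a replicate 1. With all libraries thinned to the lowest total, its gap over range on component 1 was 0.883, and with a trend on GC content and transcript length removed it was 0.880, so neither removed the gap. A young mouse under this label is argued against: on a scale from young (0) to aged aPD1ab (1) over 713 genes the library stood at 0.629, and young libraries, each left out of the choice of genes, reached at most 0.19. Open is a mouse given aPD1ab under the IgG2a label: on a scale from the other 3 aged IgG2a libraries (0) to the aPD1ab libraries (1), over 2245 genes chosen without it, it stood at 0.868. Left-out aPD1ab libraries stood between 0.678 and 1.504, and the other IgG2a libraries between -0.061 and 0.147. Also open is a different mixture of cells: 21 of 21 proximal tubule markers were higher and 25 of 26 macrophage markers lower in it than in each of the other 3, where chance gives 25%. These markers moved the same way with aPD1ab, so both explanations may hold and neither was excluded. The response of a single mouse to age or injection is a biological explanation that was not tested.

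In aged aPD1ab replicate 2 the B cell and plasma cell list stood at 3.52 against 5.75 to 5.91 (gap over range 0.930), close to young libraries in its 0.0772% of immunoglobulin counts. A young mouse under this label is argued against: of 207 genes higher with age, without immunoglobulin, lymphocyte and macrophage genes, 57.0% lay above all 5 young libraries, against 6.28% to 37.2% for a left-out young library and 84.1% to 86.5% for the other aPD1ab libraries. As these genes were chosen with the young libraries, a position from young (0) to the other aPD1ab libraries (1) was also taken with genes chosen without the library. It was 0.79 over 744 genes, with left-out young libraries between -0.12 and 0.19 and the other left-out aPD1ab libraries between 0.56 and 0.87. The scale from young (0) to aged IgG2a (1) goes the other way: over 1259 genes the library stood at -0.11, with young libraries between -0.095 and 0.069 and the other aPD1ab libraries between 0.31 and 0.56. Depth is argued against as well, since its total was 1.24 times the lowest of the other 3. A small number of B cells and plasma cells in that fraction may be the source, because their genes other than immunoglobulin lay -1.91 (log2) from the lowest of the other 3.

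The number of genes detected in aged aPD1ab replicate 4 was 21198 against 19881 to 20076 (gap over range 0.852); this library also has the highest total of its group, 31493051. The other libraries past the critical value were spread over groups and measures: aged aPD1ab replicate 4 for PD-1 receptor and ligands at 2.77 against 2.03 to 2.13 (gap over range 0.862), aged aPD1ab replicate 3 for cytosolic ribosomal proteins at 8.01 against 7.52 to 7.59 (gap over range 0.870), young replicate 2 for endothelial markers at 5.76 against 6.12 to 6.17 (gap over range 0.877), young replicate 4 for Col4a4 at 372 against 272 to 301 (gap over range 0.712), young replicate 4 for Fat1 at 106 against 52.9 to 66.0 (gap over range 0.752), aged aPD1ab replicate 3 for Nr2f6 at 13.4 against 21.7 to 23.1 (gap over range 0.853), young replicate 5 for Map1lc3a at 32.4 against 25.6 to 27.3 (gap over range 0.750), aged aPD1ab replicate 2 for Rasgrp1 at 12.7 against 18.7 to 19.1 (gap over range 0.938), young replicate 3 for Nfatc3 at 46.3 against 54.4 to 55.3 (gap over range 0.895), young replicate 3 for Ighv5-6 at 1.71 against 0.0671 to 0.374 (gap over range 0.813) and aged aPD1ab replicate 4 for Pdcd1lg2 at 1.80 against 0.480 to 0.680 (gap over range 0.849). No explanation was tested for these, and they are no more than chance gives.

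Immunoglobulin genes, which the paper does not discuss as a group, took 0.0796% ± 0.0198 of counts (SD, n = 5) in young and 0.714% ± 0.301 (SD, n = 8) in aged mice, a difference of 0.635 percentage points (exact permutation test, two-sided, p = 0.00311). B cells and plasma cells in the fraction and expression by other cells cannot be told apart: 7 other genes of these cells were higher in aged mice by 0.501 (log2), in 4 of 8 aged libraries above all young ones (exact permutation test, two-sided, p = 0.300), and they are too few and too low to decide. Age itself stays open and was not tested apart from these cells. The young mice were not injected and all 8 aged mice received an antibody, so age and injection cannot be told apart either.

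Mitochondrially encoded mRNAs took 26.4% ± 3.11 of counts (SD, n = 5) in young and 42.3% ± 10.9 (SD, n = 4) in aged IgG2a-injected mice, a difference of 15.9 percentage points (exact permutation test, two-sided, p = 0.0159). In the 3 libraries of the paper the share was 46.6%, and with aPD1ab 27.4% ± 7.74 (SD, n = 4). Comparing the share with aPD1ab to that with IgG2a gave p = 0.0571 for 4 and p = 0.0571 for 3 IgG2a libraries (exact permutation tests, two-sided). With the 3 IgG2a libraries the groups did not overlap (lowest with IgG2a 38.7%, highest with aPD1ab 38.5%), and with all 4 they did. Groups this small leave open whether the share is lower with aPD1ab. Nuclear-encoded oxidative phosphorylation genes were higher with aPD1ab in the libraries of the paper. GC content and length are argued against as the whole cause of that rise, as the nuclear list stayed 0.849 higher after the trend was removed (exact permutation test, two-sided, p = 0.0286); the mitochondrially encoded list stayed 1.31 lower (exact permutation test, two-sided, p = 0.0571). More proximal tubule RNA with aPD1ab cannot be told apart from the treatment: the proximal tubule score was 2.42 (log2) higher with aPD1ab than in the 3 libraries of the paper (exact permutation test, two-sided, p = 0.0286, the smallest that 3 against 4 allow), and it splits along the same groups as the share of these mRNAs. Counts taken up by these mRNAs are argued against, because without them the nuclear list still rose by 0.981. Damage to cells during digestion was not tested apart from the treatment.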

How the results depend on the processing

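In this part the TPM unit and the counts of other groupings were chosen after the result was seen, and no other test. No paired analysis was possible because nothing in the labels or the paper links a mouse of one group to a mouse of another. Groups, comparisons, lists and the other alternatives were set before the data were examined.

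With all mapped libraries the starting values were 0 genes lower and 0 higher in aPD1ab vs IgG2a (4341 at an unadjusted p under 0.05), 621 higher and 732 lower in IgG2a vs young, and 336 higher and 430 lower in aPD1ab vs young. Where no reason is given below, the cause was not tested. With aged IgG2a replicate 1 left out, 917 genes were lower and 1334 higher in aPD1ab vs IgG2a; leaving out any other single library gave 0.

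With the Wald test of DESeq2 in place of edgeR, there were 357 genes lower in aPD1ab vs IgG2a, 748 genes higher in aPD1ab vs IgG2a, 107 genes higher with age and lower with aPD1ab and 410 genes lower with age and higher with aPD1ab. Here the log2 fold change with aPD1ab turned to -0.032 for Pdcd1lg2.

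With limma voom with sample quality weights in place of edgeR, there were 1061 genes lower in aPD1ab vs IgG2a, 1268 genes higher in aPD1ab vs IgG2a, 1301 genes lower in IgG2a vs young, 1183 genes higher in IgG2a vs young, 499 genes higher with age and lower with aPD1ab and 813 genes lower with age and higher with aPD1ab. The log2 fold change with age turned to 0.19 for Ptpro.

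With at least 10 counts in every library fitted, there were 284 genes lower in aPD1ab vs young. The mean log2 fold change of lists with age turned to 0.050 for calcium ion transport.

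With one fit of all 3 groups, there were 313 genes lower in aPD1ab vs IgG2a, 804 genes higher in aPD1ab vs IgG2a, 59 genes higher with age and lower with aPD1ab and 339 genes lower with age and higher with aPD1ab.

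With the libraries of the paper, there were 917 genes lower in aPD1ab vs IgG2a, 1334 genes higher in aPD1ab vs IgG2a, 1447 genes lower in IgG2a vs young, 1323 genes higher in IgG2a vs young, 507 genes higher with age and lower with aPD1ab and 875 genes lower with age and higher with aPD1ab. The fold change (log2) with aPD1ab turned to 0.0082 for Lamb2 and -0.18 for Pdcd1lg2. The mean change (log2) of lists with aPD1ab turned to -0.039 for cytosolic ribosomal proteins. Here the log2 fold change with age turned to 0.20 for Ptpro. The mean log2 fold change of lists with age turned to -0.11 for parietal epithelial cell markers.

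With macrophage markers as a covariate, there were 129 genes lower in IgG2a vs young and 103 genes higher in IgG2a vs young. The log2 fold change with aPD1ab turned to -0.15 for Col4a3, -0.17 for Col4a4, -0.19 for Col4a5, 0.12 for Ptpro, -0.13 for Tada2b, -0.19 for Sall1, 0.27 for Ets1, 0.092 for Tnf, -0.042 for Ptpn11 and 0.39 for Ccl9. The mean change (log2) of lists with aPD1ab turned to 0.028 for pyroptosis, 0.026 for apoptosis, pro-apoptotic, 0.074 for complement, 0.023 for IL-6/JAK/STAT3 signaling, 0.025 for T cell activation, -0.019 for tight junction, -0.15 for loop of Henle and distal tubule markers, -0.17 for collecting duct markers, 0.11 for endothelial markers, 0.023 for macrophage markers, 0.19 for T cell markers, 0.56 for B cell and plasma cell markers, 0.16 for neutrophil markers and -0.011 for parietal epithelial cell markers. The fold change (log2) with age turned to 0.043 for Actn4, -0.081 for Tnf, 0.042 for Map1lc3a, -0.031 for Cd4, -0.15 for Ptpn6, -0.24 for Pik3cd, -0.29 for Rasgrp1 and -0.16 for Nfatc1. The mean log2 fold change of lists with age turned to -0.17 for Toll-like receptors, -0.35 for interferon-stimulated genes, -0.076 for complement, -0.497 for mitotic nuclear division, -0.064 for DNA repair, -0.19 for E2F targets, 0.25 for nuclear-encoded oxidative phosphorylation, 0.021 for glycolysis/gluconeogenesis, 4.4e-04 for TCA cycle, 0.22 for mitochondrial translation, 0.0094 for tight junction, 0.043 for autophagy, 0.40 for loop of Henle and distal tubule markers, 0.34 for collecting duct markers and -0.18 for neutrophil markers.

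With proximal tubule markers as a covariate, there were 5 genes lower in IgG2a vs young and 32 genes higher in IgG2a vs young. Here the log2 fold change with aPD1ab turned to -0.13 for Actn4, -0.64 for Col4a3, -0.55 for Col4a4, -0.45 for Col4a5, -0.18 for Fat1, 0.73 for Ptpro, -0.13 for Vegfa, -0.24 for Tada2b, -0.56 for Sall1, 0.69 for Ets1, 0.19 for Tcf4, 0.055 for Zeb2, 0.47 for Tnf, 0.19 for Cd28, 0.54 for Ptpn6, -0.10 for Ptpn11, 0.58 for Pik3cd, 0.16 for Rasgrp1, 0.29 for Nfatc1, 0.033 for Nfatc2, 0.12 for P2ry12, 1.05 for Ccl9, 0.37 for Irf4, 0.41 for Soga1, 0.30 for Ighv6-6 and 1.67 for Ighv5-6. The mean change (log2) of lists with aPD1ab turned to 0.37 for pyroptosis, 0.12 for apoptosis, pro-apoptotic, 0.21 for Toll-like receptors, 0.20 for interferon-stimulated genes, 0.23 for complement, 0.26 for IL-6/JAK/STAT3 signaling, 0.56 for T cell activation, 0.29 for mitotic nuclear division, 0.038 for DNA repair, 0.25 for E2F targets, -0.043 for glycolysis/gluconeogenesis, -0.086 for TCA cycle, -0.16 for fatty acid metabolism, -0.023 for peroxisome, -0.21 for tight junction, 0.016 for calcium ion transport, -0.067 for autophagy, -0.25 for loop of Henle and distal tubule markers, -0.27 for collecting duct markers, 0.31 for endothelial markers, 0.098 for mesangial and smooth muscle markers, 0.66 for macrophage markers, 0.80 for T cell markers, 1.22 for B cell and plasma cell markers, 0.56 for neutrophil markers and -0.24 for parietal epithelial cell markers. The log2 fold change with age turned to 0.21 for Actn4, 0.25 for Vegfa, -0.15 for Tnf, 0.35 for Map1lc3a, -0.21 for Cd4, -0.66 for Ptpn6, -0.75 for Pik3cd, -0.61 for Rasgrp1, -0.53 for Nfatc1 and -0.15 for Nfatc2. The mean log2 fold change of lists with age turned to -0.15 for pyroptosis, -0.012 for apoptosis, pro-apoptotic, -0.47 for Toll-like receptors, -0.72 for interferon-stimulated genes, -0.14 for complement, -0.095 for IL-6/JAK/STAT3 signaling, -0.029 for T cell activation, -0.89 for mitotic nuclear division, -0.21 for DNA repair, -0.46 for E2F targets, 0.53 for nuclear-encoded oxidative phosphorylation, 0.34 for glycolysis/gluconeogenesis, 0.34 for TCA cycle, 0.20 for fatty acid metabolism, 0.10 for peroxisome, 0.39 for mitochondrial translation, 0.31 for amino acid metabolism, 0.17 for tight junction, 0.098 for autophagy, 0.68 for loop of Henle and distal tubule markers, 0.019 for collecting duct markers, -0.35 for macrophage markers, -0.079 for T cell markers and -0.46 for neutrophil markers.

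With no fold threshold, there were 1337 genes lower in IgG2a vs young, 1443 genes higher in IgG2a vs young, 1594 genes lower in aPD1ab vs young and 1984 genes higher in aPD1ab vs young.

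With DESeq2 size factors in place of TMM, in the edgeR fit, the log2 fold change with aPD1ab turned to -0.015 for Pdcd1lg2.

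With upper-quartile normalization in place of TMM, the log2 fold change with aPD1ab turned to -0.040 for Pdcd1lg2.

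With no filter beyond at least 1 count in the libraries fitted, the log2 fold change with aPD1ab turned to -0.019 for Pdcd1lg2.

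With DESeq2 size factors in place of TMM, the mean log2 fold change of lists with aPD1ab turned to -0.018 for loop of Henle and distal tubule markers.

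In TPM over the libraries of the paper, a unit chosen after seeing the data, the log2 fold change with aPD1ab turned to 0.67 for Lamb2, 0.25 for Zfp39, 0.27 for Ets1, 0.011 for Tcf4 and 0.30 for Nfatc3. The fold change (log2) with age turned to -0.097 for Nfatc1.

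Each library was also left out in turn. Genes lower in IgG2a vs young ran from 204 (without aged IgG2a replicate 3) to 1447 (without aged IgG2a replicate 1). Genes higher in IgG2a vs young ran from 185 (without aged IgG2a replicate 3) to 1323 (without aged IgG2a replicate 1). Genes higher in aPD1ab vs young ran from 209 (without young replicate 4) to 422 (without aged aPD1ab replicate 1). Genes lower in aPD1ab vs IgG2a ran from 0 (without any other of them) to 917 (without aged IgG2a replicate 1). Genes higher in aPD1ab vs IgG2a ran from 0 (without any other of them) to 1334 (without aged IgG2a replicate 1). Genes higher with age and lower with aPD1ab ran from 0 (without any other of them) to 507 (without aged IgG2a replicate 1). Genes lower with age and higher with aPD1ab ran from 0 (without any other of them) to 875 (without aged IgG2a replicate 1). Lamb2 with aPD1ab ran from -0.18 (without aged aPD1ab replicate 1) to 0.016 (without aged aPD1ab replicate 2). Ptpro with age ran from -0.13 (without aged IgG2a replicate 3) to 0.20 (without aged IgG2a replicate 1). Trpc6 with aPD1ab ran from -0.12 (without aged IgG2a replicate 4) to 0.42 (without aged aPD1ab replicate 2). Tada2b with aPD1ab ran from -0.019 (without aged aPD1ab replicate 2) to 0.24 (without aged aPD1ab replicate 3). Pdcd1lg2 with aPD1ab ran from -0.60 (without aged aPD1ab replicate 4) to 0.51 (without aged IgG2a replicate 4). Cytosolic ribosomal proteins with aPD1ab ran from -0.039 (without aged IgG2a replicate 1) to 0.15 (without aged IgG2a replicate 3). Loop of Henle and distal tubule markers with aPD1ab ran from -0.15 (without aged aPD1ab replicate 3) to 0.24 (without aged IgG2a replicate 1). Collecting duct markers with aPD1ab ran from -0.037 (without aged aPD1ab replicate 2) to 0.11 (without aged aPD1ab replicate 4). B cell and plasma cell markers with aPD1ab ran from -0.504 (without aged aPD1ab replicate 4) to 0.34 (without aged aPD1ab replicate 2). Neutrophil markers with aPD1ab ran from -0.69 (without aged IgG2a replicate 1) to 0.024 (without aged aPD1ab replicate 4). Endothelial markers with aPD1ab ran from -0.23 (without aged aPD1ab replicate 1) to 0.10 (without aged aPD1ab replicate 2). Collecting duct markers with age ran from -0.24 (without young replicate 2) to 0.050 (without young replicate 4). Parietal epithelial cell markers with age ran from -0.11 (without aged IgG2a replicate 1) to 0.11 (without aged IgG2a replicate 4). Mitochondrial translation with age ran from -0.19 (without aged IgG2a replicate 1) to 0.018 (without aged IgG2a replicate 3). Neutrophil markers with age ran from -0.050 (without aged IgG2a replicate 4) to 0.68 (without aged IgG2a replicate 1).

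Other divisions of the same libraries into groups of the same sizes were fitted, the real one included. For aPD1ab vs IgG2a over all mapped libraries, 35 of 35 gave as many genes past both thresholds as the real one, which gave 0; the division with aged IgG2a replicate 1, aged aPD1ab replicate 1, aged aPD1ab replicate 2 and aged aPD1ab replicate 4 on one side gave 999. Over the libraries of the paper 1 of 35 gave as many. For IgG2a vs young it was 1 of 100 drawn from 126 over all mapped libraries, with 990 genes in the largest of the others, which set young replicate 1, young replicate 3, young replicate 4, young replicate 5 and aged IgG2a replicate 1 against the rest, and 1 of 56 over the libraries of the paper. For aPD1ab vs young it was 1 of 100. Counting instead genes with an unadjusted p under 0.05, over all mapped libraries 3 of 35 gave as many for aPD1ab vs IgG2a, 4 of 100 for IgG2a vs young and 1 of 100 for aPD1ab vs young. Over the libraries of the paper it was 1 of 35 for aPD1ab vs IgG2a and 1 of 56 for IgG2a vs young. These counts do not allow for the choice of which library to leave out.

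Of 50 regroupings of all mapped libraries, 15 gave a correlation of the age and aPD1ab changes as low as the real -0.64, and of the libraries of the paper 13 of 50 did, so the correlation is not set apart from other groupings. As many genes shared in opposite directions came from 50 of 50 over all mapped libraries, where the real number is 0, and from 1 of 50 over the libraries of the paper, where it is 1382. As many gene lists past the threshold came from 20 of 35 divisions for aPD1ab vs IgG2a (19 lists) and 24 of 100 for IgG2a vs young (25 lists) over all mapped libraries. Over the libraries of the paper it was 13 of 35 (22 lists) and 10 of 56 (27 lists). Camera with a preset correlation thus called as many lists in arbitrary divisions, and its calls alone do not set the treatment apart.

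Both covariates are scores of cell type markers, which differ between the groups, so a fit with either cannot separate a change in cells from a change of the treatment. The share of aPD1ab-changed genes that reverse the age change has no value over all mapped libraries, nor under the settings that call no gene for aPD1ab. It was 46.8% with DESeq2, 56.3% with voom and 35.6% with the fit of all 3 groups. A gene with 3 counts or fewer in every library of a group was not read as absent.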

Differences from the paper's values

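The TPM unit was the only test of this part chosen after the result was seen. A count or fold is called near the paper's below when the larger is at most 1.5 times the smaller, or for a fold when they differ by no more than its standard error. A log2 fold change is called near when it differs by no more than the standard error over all mapped libraries. The supplement of the paper names DESeq, while counts over the libraries of the paper come from edgeR here. DESeq2 was run over all mapped libraries only. The libraries of the paper are those left without aged IgG2a replicate 1, so these alternatives are the same fit under different names.

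The count of genes lower in aPD1ab vs IgG2a came to 0 over all mapped libraries against the paper's 1137, and to 917 over the libraries of the paper. The count of genes higher with age and lower with aPD1ab came to 0 over all mapped libraries against the paper's 553, and to 507 over the libraries of the paper. Smlr1, log2 fold change, aPD1ab vs IgG2a came to 2.13 over all mapped libraries against the paper's 2.865 in its supplement. Col4a3, log2 fold change, IgG2a vs young came to -1.64 over all mapped libraries against the paper's -2.094 in its supplement. Col4a4, log2 fold change, IgG2a vs young came to -0.87 over all mapped libraries against the paper's -1.2 in its supplement. Col4a5, log2 fold change, IgG2a vs young came to -1.07 over all mapped libraries against the paper's -1.376 in its supplement. Nphs1, log2 fold change, IgG2a vs young came to -2.80 over all mapped libraries against the paper's -3.538 in its supplement. Vegfa, log2 fold change, IgG2a vs young came to -0.80 over all mapped libraries against the paper's -1.254 in its supplement. Osr2, log2 fold change, IgG2a vs young came to -1.11 over all mapped libraries against the paper's -1.627 in its supplement. Card10, log2 fold change, IgG2a vs young came to -1.05 over all mapped libraries against the paper's -1.343 in its supplement. Of the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper and without aged IgG2a replicate 1, and with none of the others.

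The count of genes higher in aPD1ab vs IgG2a came to 0 over all mapped libraries against the paper's 949, and to 1334 over the libraries of the paper. Among the alternatives set before the data were examined, the value was near the paper's with DESeq2, limma voom with sample quality weights, the fit of all 3 groups, the libraries of the paper and without aged IgG2a replicate 1, and with none of the others.

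The count of genes lower with age and higher with aPD1ab came to 0 over all mapped libraries against the paper's 300, and to 875 over the libraries of the paper. Under the alternatives set before the data were examined, the value was near the paper's with DESeq2 and the fit of all 3 groups, and with none of the others. Both were run over all mapped libraries, which hold the library that the paper left out. Whether DESeq2 on the libraries of the paper gives its count was not tested.

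The count of genes higher in IgG2a vs young came to 621 over all mapped libraries against the paper's about 1200 in Figure 7B, read by eye, and to 1323 over the libraries of the paper. The count of genes lower in IgG2a vs young came to 732 over all mapped libraries against the paper's about 1300 in Figure 7B, read by eye, and to 1447 over the libraries of the paper. Of the alternatives set before the data were examined, the value was near the paper's with DESeq2, limma voom with sample quality weights, the libraries of the paper, without aged IgG2a replicate 1 and no fold threshold, and with none of the others.

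Vegfa fold lower, IgG2a vs young came to 1.74 over all mapped libraries against the paper's 4.2, and to 2.40 over the libraries of the paper. No alternative set before the data were examined brought the value near the paper's; it was near in TPM over the libraries of the paper, a unit chosen after seeing the values.

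Vegfa fold higher, aPD1ab vs IgG2a came to 1.68 over all mapped libraries against the paper's 3.4, and to 2.27 over the libraries of the paper. Among the alternatives set before the data were examined, the value was near the paper's with the libraries of the paper and without aged IgG2a replicate 1, and with none of the others; it was also near in TPM over the libraries of the paper, a unit chosen after seeing the values.

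Tnf fold higher, IgG2a vs young came to 2.05 over all mapped libraries against the paper's 1.35, and to 2.34 over the libraries of the paper. Of the alternatives named next, macrophage markers as a covariate came near in ratio only, since Tnf was then lower with age. Under the alternatives set before the data were examined, the value was near the paper's with no filter beyond at least 1 count in the libraries fitted, the fit of all 3 groups, macrophage markers as a covariate, without young replicate 3, without young replicate 4, without aged IgG2a replicate 2 and without aged IgG2a replicate 3, and with none of the others; it was also near in TPM over the libraries of the paper, a unit chosen after seeing the values.

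Card10 fold higher, IgG2a vs young came to 0.484 over all mapped libraries against the paper's 2.5, and to 0.391 over the libraries of the paper. Card14 fold higher, IgG2a vs young came to 0.555 over all mapped libraries against the paper's 1.8, and to 0.547 over the libraries of the paper. Both genes were lower with age here, the opposite direction to the text of the paper. No alternative set before the data were examined brought the value near the paper's.

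Vegfa, log2 fold change, aPD1ab vs IgG2a came to 0.74 over all mapped libraries against the paper's 1.173 in its supplement. Mapt, log2 fold change, aPD1ab vs IgG2a came to 1.18 over all mapped libraries against the paper's 1.572 in its supplement. Of the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper, without aged IgG2a replicate 1 and without aged aPD1ab replicate 3, and with none of the others.

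Dnase1, log2 fold change, aPD1ab vs IgG2a came to 2.03 over all mapped libraries against the paper's 2.694 in its supplement. Among the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper, without aged IgG2a replicate 1 and without aged aPD1ab replicate 1, and with none of the others.

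Bhmt, log2 fold change, aPD1ab vs IgG2a came to 2.57 over all mapped libraries against the paper's 3.964 in its supplement. Under the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper and without aged IgG2a replicate 1, and with none of the others; it was also near in TPM over the libraries of the paper, a unit chosen after seeing the values.

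Wt1, log2 fold change, IgG2a vs young came to -2.59 over all mapped libraries against the paper's -3.038 in its supplement. Of the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper, without young replicate 3 and without aged IgG2a replicate 1, and with none of the others.

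Lmx1b, log2 fold change, IgG2a vs young came to -2.77 over all mapped libraries against the paper's -3.344 in its supplement. Among the alternatives set before the data were examined, the value was near the paper's with limma voom with sample quality weights, the libraries of the paper, without young replicate 3, without aged IgG2a replicate 1 and without aged IgG2a replicate 3, and with none of the others.

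The paper lists Card10 and Card14 among transcripts raised in aged control mice and reduced by aPD1ab. Here, over all mapped libraries, they were lower with age (-1.05 and -0.85, log2) and higher with aPD1ab (1.03 and 1.70). The supplement of the paper also has Card10 lower with age, so for that change only its text differs. Its text names E2F targets among terms raised by aPD1ab, while its Supplemental Data Set 3 has them among terms lowered by aPD1ab, and the hand-written list fell by 0.36, so only the text differs. It names Ptpn11 among genes reduced by aPD1ab, where the change was 0.055 (edgeR adjusted p = 0.798). Cd28 and Nfatc3 from the same statement, Tnf among apoptosis genes reduced by aPD1ab and Irf4 in the volcano plot were lower with aPD1ab over all mapped libraries without passing the threshold (edgeR adjusted p = 0.183, 0.144, 0.345 and 0.218), nor did they pass it in the libraries of the paper. Figure 8A has all its genes lower with age, and Ptpro changed by -0.0041 (edgeR adjusted p = 0.992); in TPM, a unit chosen after seeing the values, Ptpro went from 27.4 in young to 17.0 in the aged IgG2a libraries of the paper.

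The paper calls canonical podocyte genes raised by aPD1ab. In all mapped libraries none passed the threshold in the edgeR fit of the 2 groups, and over the libraries of the paper Podxl, Lamb2, Synpo, Cdkn1c and Fat1 did not (edgeR adjusted p = 0.486, 0.974, 0.0802, 0.0658 and 0.0614). In TPM, a unit chosen after seeing the values, these genes were 2.07-, 1.59-, 3.33-, 3.67- and 2.56-fold higher with aPD1ab over the libraries of the paper. The median gene rose by 0.62 (log2) in that unit. The paper calls Foxc2 higher with aPD1ab, where edgeR gave an adjusted p of 0.391 over all mapped libraries.

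Genes that the paper gives as changed, and that had no edgeR adjusted p under 0.05 in its direction over all mapped libraries, were looked up under each alternative set before the data were examined. Actn4, Col4a3, Col4a4, Col4a5, Nphs1, Vegfa, Lmx1b, Magi2, Ptpn6, Pik3cd, Bcl2l11, Ccl9 and Soga1 were called with aPD1ab under limma voom with sample quality weights, the libraries of the paper and without aged IgG2a replicate 1. Cdkn1c, Fat1, Synpo and Nfatc3 were called with aPD1ab under limma voom with sample quality weights. Lamb2, Podxl, Foxc2, Cd28, Ptpn11, Tnf, Card10, Card14 and Irf4 were called with aPD1ab under no alternative. Wt1, Osr2, Dnase1, Smlr1, Mapt, Bhmt, Park7, Map1lc3a, Cd4, Rasgrp1, Nfatc1, Nfatc2, P2ry12, Tlr13 and Ighv6-6 were called with aPD1ab under DESeq2, limma voom with sample quality weights, the fit of all 3 groups, the libraries of the paper and without aged IgG2a replicate 1. Ighv5-6 was called with aPD1ab under DESeq2, the libraries of the paper and without aged IgG2a replicate 1. Actn4 was called with age under limma voom with sample quality weights, the libraries of the paper and without aged IgG2a replicate 1. Fat1 and Trpc6 were called with age under DESeq2, limma voom with sample quality weights, the libraries of the paper and without aged IgG2a replicate 1. Ptpro, Tcf21, Card10 and Card14 were called with age under no alternative. Vegfa was called with age under DESeq2, limma voom with sample quality weights, the fit of all 3 groups, the libraries of the paper and without aged IgG2a replicate 1. Tnf was called with age under limma voom with sample quality weights.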

Other observations

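The marker lists, the lists of genes that the paper names and the rule for single genes were set before the data were examined. All other tests of this part were chosen only after the result was seen.

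Of the 21 proximal tubule markers, 4 stood in another list, 1 was named by the paper and 21 exceeded 1 CPM in the podocyte fraction of young mice. Their most abundant genes in CPM were Kap (698 ± 199.6 with IgG2a, SD, n = 3, and 4506 ± 3577 with aPD1ab, SD, n = 4) and Slc34a1 (424 ± 114 with IgG2a, SD, n = 3, and 2950 ± 1612 with aPD1ab, SD, n = 4). Of the 26 macrophage markers, 6 stood in another list, 1 was named by the paper and 26 exceeded 1 CPM in the podocyte fraction of young mice, with Cd74 (9501 ± 952 with IgG2a, SD, n = 3, and 4856 ± 2511 with aPD1ab, SD, n = 4) and H2-Aa (4987 ± 503 with IgG2a, SD, n = 3, and 2524 ± 1321 with aPD1ab, SD, n = 4) the most abundant. Of the 16 B cell and plasma cell markers, 0 stood in another list, 0 were named by the paper and 14 exceeded 1 CPM in the podocyte fraction of young mice. In young mice the same fraction held 5860 ± 886 CPM of Kap and 4236 ± 984 of Cd74 (SD, n = 5), so RNA of these markers was present in each group.

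Marker lists of cell types were tested in the podocyte fraction. With aPD1ab, in the libraries of the paper, the mean log2 fold change was 0.91 for podocyte markers (limma camera adjusted p = 0.0714), 2.39 for proximal tubule markers (limma camera adjusted p = 8.3e-12), 0.24 for loop of Henle and distal tubule markers (limma camera adjusted p = 0.404), 0.082 for collecting duct markers (limma camera adjusted p = 0.682), -0.10 for endothelial markers (limma camera adjusted p = 0.494), -0.29 for mesangial and smooth muscle markers (limma camera adjusted p = 0.465), -1.23 for macrophage markers (limma camera adjusted p = 3.0e-10), -0.90 for T cell markers (limma camera adjusted p = 0.0103), -0.499 for B cell and plasma cell markers (limma camera adjusted p = 0.465), -0.69 for neutrophil markers (limma camera adjusted p = 0.144), -0.015 for erythrocyte markers (limma camera adjusted p = 0.595), 0.41 for parietal epithelial cell markers (limma camera adjusted p = 0.274) and -0.19 for cell dissociation response (limma camera adjusted p = 0.594). Across all mapped libraries it was 0.62 for podocyte markers, 1.97 for proximal tubule markers, 0.0020 for loop of Henle and distal tubule markers, 0.043 for collecting duct markers, -0.070 for endothelial markers, -0.18 for mesangial and smooth muscle markers, -0.89 for macrophage markers, -0.41 for T cell markers, -0.26 for B cell and plasma cell markers, -0.27 for neutrophil markers, -0.24 for erythrocyte markers, 0.27 for parietal epithelial cell markers and -0.28 for cell dissociation response.

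With age, in the libraries of the paper, the mean log2 fold change was -1.90 for podocyte markers, -2.48 for proximal tubule markers, -0.53 for loop of Henle and distal tubule markers, -0.17 for collecting duct markers, -0.43 for endothelial markers, -0.81 for mesangial and smooth muscle markers, 1.499 for macrophage markers, 1.55 for T cell markers, 2.08 for B cell and plasma cell markers, 0.68 for neutrophil markers, 0.25 for erythrocyte markers, -0.11 for parietal epithelial cell markers and 0.38 for cell dissociation response. Cytosolic ribosomal proteins changed by -0.039 with aPD1ab and 0.72 with age. With an estimated correlation no list passed the threshold in either comparison.

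Lists of genes that the paper names were chosen by the study on these or other samples, so their tests are not independent evidence. In the libraries of the paper their mean log2 fold change with aPD1ab was -0.67 for PD-1 and its ligands (limma camera adjusted p = 0.1195), -0.98 for genes downstream of PD-1 (limma camera adjusted p = 3.9e-04), 0.73 for canonical podocyte genes (limma camera adjusted p = 0.00809), 1.89 for transcription factors of podocytes (limma camera adjusted p = 0.197), 0.12 for transcription factors of the VIPER figure (limma camera adjusted p = 0.573), 0.21 for apoptosis genes (limma camera adjusted p = 0.724), 0.18 for volcano plot genes (limma camera adjusted p = 0.845) and -0.35 for genes the paper stained or assayed otherwise (limma camera adjusted p = 0.141). With aPD1ab, in the libraries of the paper, 3 of 3 transcription factors of podocytes were higher (2 higher and 0 lower past an edgeR adjusted p of 0.05 over all genes tested), 6 of 10 transcription factors of the VIPER figure were higher (4 higher and 1 lower past an edgeR adjusted p of 0.05 over all genes tested), 2 of 5 apoptosis genes were higher (2 higher and 2 lower past an edgeR adjusted p of 0.05 over all genes tested), 7 of 14 volcano plot genes were higher (7 higher and 6 lower past an edgeR adjusted p of 0.05 over all genes tested) and 5 of 12 genes the paper stained or assayed otherwise were higher (0 higher and 2 lower past an edgeR adjusted p of 0.05 over all genes tested). Using all mapped libraries 0 of these genes passed it, and adjusted over the list alone 1 higher and 0 lower, 1 higher and 1 lower, 2 higher and 0 lower, 6 higher and 5 lower and 0 higher and 1 lower did, in the same order.

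A lower share of podocytes in the aged IgG2a libraries was tested as the whole cause of these differences. It would move the markers of other cells alike, but the proximal tubule score changed with age by -3.97 relative to the macrophage score (exact permutation test, two-sided, p = 0.0179, the smallest that 5 mice against 3 allow). A higher share of macrophages as the whole cause is argued against by a gap of 2.49 between proximal tubule and endothelial scores with aPD1ab (exact permutation test, two-sided, p = 0.0286, the smallest that 3 against 4 allow). Changes in the share of several cell types at once may remain, and these tests set no limit to their size. They may come with or without changes inside podocytes, and the fraction gives no means to separate them.

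Fold changes in the text of the paper were set beside ratios of TPM and of edgeR over the libraries of the paper. For Vegfa the distance (log2) was 0.0543 with age and 0.0623 with aPD1ab from TPM, and 0.809 and 0.582 from edgeR. For Lmx1b and Osr2 with aPD1ab it was 0.836 and 0.772 from TPM, and 0.117 and 0.0755 from edgeR. Which unit the text used for each gene was not tested.

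mRNA of PD-1 and its ligands was detected in the podocyte fraction, that of Pdcd1 and Pdcd1lg2 at or near 1 CPM or less. CPM were 0.352 ± 0.327 in young (SD, n = 5), 0.916 ± 0.201 in aged IgG2a-injected (SD, n = 3) and 0.471 ± 0.168 in aged aPD1ab-injected mice (SD, n = 4) for Pdcd1, 19.1 ± 6.14 in young (SD, n = 5), 37.5 ± 9.21 in aged IgG2a-injected (SD, n = 3) and 22.2 ± 6.08 in aged aPD1ab-injected mice (SD, n = 4) for Cd274 and 0.456 ± 0.301 in young (SD, n = 5), 1.04 ± 0.693 in aged IgG2a-injected (SD, n = 3) and 0.903 ± 0.604 in aged aPD1ab-injected mice (SD, n = 4) for Pdcd1lg2. With aPD1ab the log2 fold change over the libraries of the paper was -0.97, -0.78 and -0.18 in that order.

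By smallest p among genes past both thresholds whose groups did not overlap, the genes that rose most clearly with aPD1ab in the libraries of the paper were 1810019D21Rik (1.42, log2), Ggnbp1 (1.37, log2), Ndufc1 (1.20, log2), Glrx5 (1.37, log2) and Fmc1 (1.14, log2), and those that fell were Tlr8 (-1.89), Tlr13 (-1.86), Gm26522 (-2.66), Dna2 (-1.20) and Clec4a1 (-1.34). Over all mapped libraries no gene met these conditions.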
